# Arginine starvation kills tumor cells through aspartate exhaustion and mitochondrial dysfunction

**DOI:** 10.1038/s42003-018-0178-4

**Published:** 2018-10-26

**Authors:** Chun-Ting Cheng, Yue Qi, Yi-Chang Wang, Kevin K. Chi, Yiyin Chung, Ching Ouyang, Yun-Ru Chen, Myung Eun Oh, Xiangpeng Sheng, Yulong Tang, Yun-Ru Liu, H. Helen Lin, Ching-Ying Kuo, Dustin Schones, Christina M. Vidal, Jenny C.-Y. Chu, Hung-Jung Wang, Yu-Han Chen, Kyle M. Miller, Peiguo Chu, Yun Yen, Lei Jiang, Hsing-Jien Kung, David K. Ann

## Abstract

Defective arginine synthesis, due to the silencing of *argininosuccinate synthase 1* (ASS1), is a common metabolic vulnerability in cancer, known as arginine auxotrophy. Understanding how arginine depletion kills arginine-auxotrophic cancer cells will facilitate the development of anti-cancer therapeutic strategies. Here we show that depletion of extracellular arginine in arginine-auxotrophic cancer cells causes mitochondrial distress and transcriptional reprogramming. Mechanistically, arginine starvation induces asparagine synthetase (ASNS), depleting these cancer cells of aspartate, and disrupting their malate-aspartate shuttle. Supplementation of aspartate, depletion of mitochondria, and knockdown of ASNS all protect the arginine-starved cells, establishing the causal effects of aspartate depletion and mitochondrial dysfunction on the arginine starvation-induced cell death. Furthermore, dietary arginine restriction reduced tumor growth in a xenograft model of ASS1-deficient breast cancer. Our data challenge the view that ASNS promotes homeostasis, arguing instead that ASNS-induced aspartate depletion promotes cytotoxicity, which can be exploited for anti-cancer therapies.

## Abstract (web summary)

Chun-Ting Cheng et al. demonstrate that arginine starvation kills arginine-auxotrophic cancer cells by depleting them of aspartate through asparagine synthetase (ASNS) and disrupting their mitochondrial metabolism. This study presents ASNS-induced aspartate depletion as an anti-cancer therapeutic strategy.

## Introduction

Due to metabolic shifts, many cancer cells come to depend on the presence of exogenous amino acids^1–7^. For instance, in non-cancerous cells arginine is synthesized in cells from citrulline via argininosuccinate synthase 1 (ASS1) and argininosuccinate lyase in the urea cycle^8^, and metabolized by arginase 1 to produce urea and ornithine. Ornithine is a precursor for the biosynthesis of polyamines and proline, which are required for a wide variety of cellular functions^9,10^. Downregulation of urea cycle components, which shunts metabolites away from arginine synthesis and toward pyrimidine biosynthesis to support cell proliferation, is frequently found as part of cancer metabolic reprograming^11^. Therefore, extrinsic (dietary) arginine, which is nonessential in non-cancerous human cells, becomes critical to the survival of cancer cells, a condition known as arginine auxotrophy. A defect in arginine synthesis is one of the most common, yet under-recognized, metabolic vulnerabilities in cancer^12^.

Mitochondrial function is often altered by cancer cells as a metabolic adaption to high energy demands^13^. An emerging concept is that mitochondria also function as signaling organelles^14,15^. Three notable mitochondria-dependent signaling mechanisms involve the production of ROS, acetyl-CoA, and α-ketoglutarate. Excess ROS damage cellular macromolecules, including DNA, resulting in genome instability^16^. The levels of acetyl-CoA and α-ketoglutarate regulate acetylation and methylation of histone proteins, respectively^17–19^, which alters DNA accessibility and function, including transcription. We and others have shown that arginine starvation damages mitochondria, which results in elevated accumulation of excess ROS and subsequent genome instability, eventually leading to a novel form of arginine auxotrophic cell death called chromatophagy^3,6,13,20–26^.

In this report, we show that mitochondrial dysregulation, including impaired respiration and transcriptional downregulation, links arginine starvation and cell death. We also uncover an important role for endoplasmic reticulum (ER) proteostasis perturbation, referred as ER stress^27^, which causes ATF4-dependent ASNS induction and aspartate depletion in arginine-starved cells. Thus, the fate of arginine-starved cells is impacted by mitochondrial dysregulation and the availability of intracellular aspartate, which regulates NADH and nucleotide production. In support of arginine restriction as a therapeutic strategy, we find that feeding an arginine restricted diet suppresses the growth of arginine auxotrophic tumors in a xenograft model. Altogether, this study provides novel insights into the mechanisms underlying the vulnerability of arginine auxotrophic cancer cells to arginine starvation.

## Results

### Impact of arginine starvation on TCA cycle and glycolysis

Previously, we showed that low ASS1 abundance predicts poor breast cancer survival^6^. To characterize ASS1 abundance in human cancers, we examined *ASS1* expression using The Cancer Genome Atlas (TCGA) pan-cancer data^28^. *ASS1* expression was downregulated in multiple human cancer types (12 of 14 investigated cancer types; 10 with statistical significance) (Supplementary Fig. 1), suggesting that arginine auxotrophy is a common phenomenon in multiple cancer types.

We analyzed metabolic footprint resulting from arginine starvation by exposure of ASS1-deficient MDA-MB-231 breast cancer cells to arginine free medium. One hundred and sixteen metabolites were detected and quantified with accurate mass measurements and retention times using TraceFinder 3.3. First, we confirmed that arginine is the most notably decreased amino acid (by approximate 50-fold) upon arginine starvation (Fig. 1a, Supplementary Fig. 2A). Next, the effect of arginine starvation on glycolysis and TCA cycle were further analyzed in MDA-MB-231 cells by ^13^C-labeling techniques using [U-^13^C] glucose as tracers. ^13^C-labeling analysis of intracellular metabolites demonstrated that glucose was metabolized mainly via glycolysis (Fig. 1b), and that glycolysis flux was reduced by arginine starvation (~20% reduction in m + 3-labeled pyruvate and lactate from [U-^13^C] glucose in arginine-starved MDA-MB-231 cells) (Fig. 1b). In contrast, relatively low percentage of m + 2-labeled TCA cycle intermediates and amino acids of aspartate and asparagine from [U-^13^C] glucose (~10%) (Fig. 1c). Notably, the TCA cycle fluxes from glucose into the TCA cycle (m + 2) were reduced by arginine starvation (48 h).

**Fig. 1:**
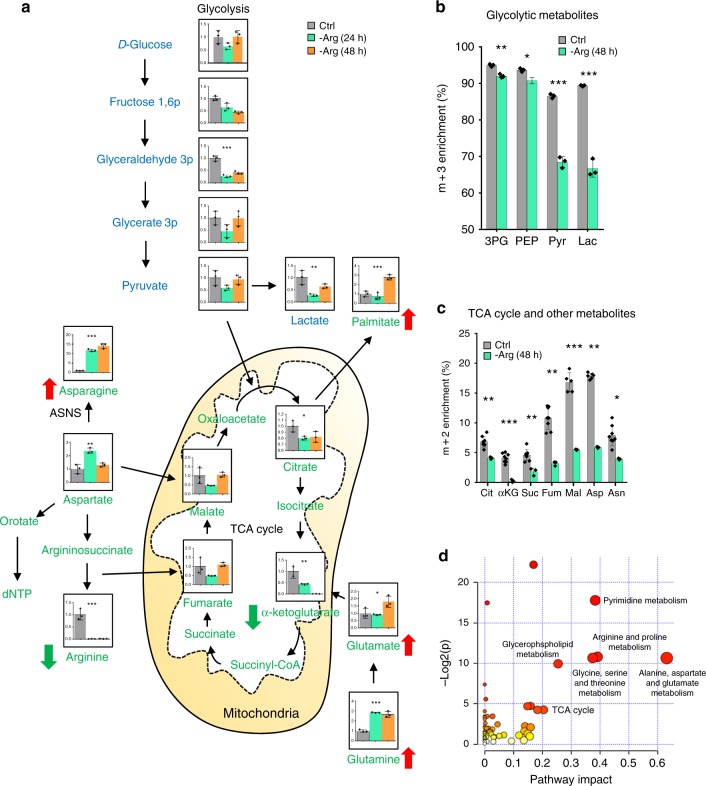
Metabolomics analysis of MDA-MB-231 cells upon arginine starvation. **a** Selected glycolysis (blue text) and TCA cycle (green text) intermediates, as well as amino acids, were quantified using mass spectrometry in MDA-MB-231 cells. Equal numbers of cells (about 70% confluency) were harvested after culture in arginine-replenished (Ctrl) or arginine-starved (-Arg) medium for 24 and 48 h. Data are shown as mean ± S.D.; *n* = 3; *p *<* 0.05; **p *<* 0.01; ***p *<* 0.001. **b**, **c** Arginine starvation (48 h) suppresses flux from [U-^13^C]glucose to glycolysis (**b**) and TCA cycle (**c**) in MDA-MB-231. Equal numbers of cells (about 70% confluency) were harvested after culture in arginine-replenished (Ctrl) or arginine-starved (-Arg) medium for 24 and 48 h. Data are shown as mean ± S.D.; *n* ≥ 3; *p *<* 0.05; **p *<* 0.01; ***p *<* 0.001. Experiments were repeated at least three times. **d** Overview of pathway analysis. The scatterplot represents the pathway impact value and *p*-value from pathway topology analysis of the differentially expressed metabolites from MDA-MB-231 cells cultured in full and arginine-starved (48 h) medium. The size and color of each node is based on its pathway impact value and *p*-value, respectively. Pathways with statistical significance (*p* < 0.05) are shown in red.

Both heatmap and metabolic impact analyses segregated the samples by metabolic pathway, with replicates tightly grouped (Fig. 1d, Supplementary Fig. 2A). To illustrate the effects of transferring the MDA-MB-231 cells from full medium to arginine-starved medium (24 h and 48 h), we selected 70 significantly altered metabolites and performed pathway analysis based on KEGG pathway maps (Release 82.1)^29^. Our metabolic impact and pathway enrichment analyses showed that amino acid metabolism, pyrimidine metabolism, glycerophospholipid metabolism and the TCA cycle were the metabolic pathways most affected by arginine starvation (Table 1; Impact > 0.2 and FDR < 0.1). Metabolomic analyses revealed a total number of 32 decreased, 23 increased, and 17 transiently increased or decreased metabolites in 48 h arginine-starved, compared to arginine-replenished, MDA-MB-231 cells (Supplementary Fig. 2A). Among them, an arginine starvation-induced upregulation of 12 intracellular amino acid levels, including the levels of glutamine, asparagine, glycine, and glutamate, was observed, suggesting a substantial re-wiring of amino acid metabolism. Within the TCA cycle, arginine-starved cells transiently decreased then increased the amounts of malate and fumarate, whereas the levels of citrate and α-ketoglutarate were lower at both 24 and 48 h (Fig. 1a, Supplementary Fig. 2A). The consistent decrease in citrate and α-ketoglutarate levels in both tracing and metabolomic analyses further suggests that glutamine metabolism is impaired in arginine-starved cells (Fig. 1c, d). The transient depletion of malate and fumarate, and transient overabundance of aspartate (Supplementary Fig. 2A) suggest that cataplerosis (removal of TCA cycle intermediates) is balanced by anaplerosis (restoration of these intermediates) in arginine-starved cells. In addition, selected glycolytic pathway intermediates, including lactate, fructose 1,6-bisphosphate (Fructose 1,6p), glyceraldehyde 3-phosphate (Glyceraldehyde 3p), and dihydroxyacetone phosphate(DHAP), showed a pronounced decrease in arginine-starved cells (Fig. 1a, Supplementary Fig. 2A).

**Table 1:** Metabolic pathway analysis of MDA-MB231 cells upon arginine starvation

Pathway name	Match status	*p*	FDR	Impact
Alanine, aspartate and glutamate metabolism	6/24	2.35E−05	3.14E−04	0.63153
Arginine and proline metabolism	10/77	2.02E−05	3.14E−04	0.39127
Pyrimidine metabolism	12/60	1.86E−08	6.80E−07	0.38336
Glycine, serine and threonine metabolism	8/48	2.32E−05	3.14E−04	0.37422
Glycerophospholipid metabolism	7/39	4.78E−05	5.46E−04	0.25453
Citrate cycle (TCA cycle)	3/20	0.01418	0.088048	0.20415
Cysteine and methionine metabolism	5/56	0.014308	0.088048	0.1828
Aminoacyl-tRNA biosynthesis	15/75	2.28E−10	1.83E−08	0.16902
Lysine biosynthesis	4/32	0.008846	0.066363	0.15868
Purine metabolism	7/92	0.009125	0.066363	0.14774
D-Glutamine and D-glutamate metabolism	2/11	0.031854	0.1504	0.02674
Nitrogen metabolism	10/39	2.55E−08	6.80E−07	0.0083
Phenylalanine, tyrosine and tryptophan biosynthesis	3/27	0.031961	0.1504	0.008
Galactose metabolism	5/41	0.003792	0.03371	0.00369
Cyanoamino acid metabolism	4/16	6.13E−04	0.006129	0
D-Arginine and D-ornithine metabolism	2/8	0.017056	0.097465	0
Pantothenate and CoA biosynthesis	3/27	0.031961	0.1504	0
beta-Alanine metabolism	3/28	0.035143	0.15619	0
Glycolysis or Gluconeogenesis	3/31	0.045632	0.19213	0

*Note*: The cut-off *p*-value is set at *p* < 0.05. FDR: false discovery rate

We also observed a reduction in the abundance of xanthine, dCTP, thymine, and uracil (Supplementary Fig. 2A) upon arginine starvation. Along this line, we found a reduction in m + 3-labeled serine (Supplementary Fig. 2B) despite quantitative RT-PCR (qRT-PCR) analyses showed an early and transient increase in phosphoglycerate dehydrogenase (*PHGDH*), phosphoserine aminotransferase 1 (*PSAT1*) and phosphoserine phosphatase (*PSPH*) message abundances (Supplementary Fig. 2C) and an increase intracellular steady-state serine amount (Supplementary Fig. 2A). PHGDH, PSAT1, and PSPH are key enzymes in the biosynthesis of serine and glycine, precursor for purines (Supplementary Fig. 2D). It is possible the decreased diversion of glucose to serine is compensated by increased import of serine through transporters or reduced conversion of serine to glycine in one-carbon (1C) metabolism^30^, which is supported by the observation of decreased nucleotides (Supplementary Fig. 2A).

### Mitochondria are the target of arginine starvation

RNA-seq analyses were performed to determine the transcriptome changes in MDA-MB-231 cells in response to 48 h of arginine starvation, compared to the expression levels in cells with arginine-replenished medium. 

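MDA-MB-231 is an established human breast cancer cell line with little ASS1, the enzyme that cells need to make their own arginine. RNA of cells in full medium (control) and of cells starved of arginine for 48 h was sequenced, with 2 libraries each. The paper gives n = 2 per group and the sample labels number the replicates, but neither states that these were separate cultures. If they were not, the p-values measure technical spread alone. The paper describes the starvation as culture in arginine-starved medium, whereas the sample labels describe arginine deiminase, an enzyme that degrades arginine, added at 0.3 µg/mL to full medium for the same time. The authors deposited the number of reads counted on each gene symbol, without normalization. The paper's text does not name the aligner, the genome build or the annotation behind these counts, so genes are given by symbol and without coordinates. The 2 control libraries held 30986041 and 26672463 counts, and the 2 arginine-starved libraries held 26123330 and 29356956. The 20 most abundant genes took between 4.00% and 4.17% of the counts in these 4 libraries. Both replicate pairs differed by more than sampling noise, with a biological coefficient of variation of 5.18% between the control libraries and 2.25% between the arginine-starved libraries. The counts were tested with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method. These 4 libraries and the 4 ρ0 libraries of the same series entered one fit, which left 4 residual degrees of freedom for the spread between replicates. Of the 23393 genes in the table, 20083 had a count in at least 1 library, and the 15262 that passed edgeR's expression filter were tested. A gene was called a DEG when its adjusted p-value was under 0.05 and its log2 fold change was above 1 or below -1.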

The FPKM were estimated with the selection criteria of *q* value <0.05 and [log2 (fold change)] >1 or <1 for significantly differential expression for up-regulation and down-regulation, respectively. We identified a total of 4330 differentially expressed genes (DEGs) between the arginine-replenished and arginine-starved MDA-MB-231 cells. Among them, 1253 DEGs were up-regulated, while 3077 DEGs were down-regulated. 

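By these criteria, 5320 of the 15262 tested genes were DEGs between the arginine-starved and the control MDA-MB-231 cells. At any fold change, 10060 genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), and leaving out the fold threshold was the alternative that moved the number of DEGs most. The median log2 fold change over all tested genes was -0.07.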

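Of the DEGs, 1940 were up-regulated and 3380, or 63.5%, were down-regulated. The split moved with the scaling between libraries. Upper quartile normalization gave 1572 up-regulated and 3765 down-regulated genes, and total counts alone gave 1448 and 3917. Among DEGs with a mean of at least 10 CPM (normalized counts scaled to equal library size) and no overlap between the groups, SERPINB2 rose most, from 10.4 ± 0.92 to 447 ± 5.3 CPM (SD, n = 2). Its log2 fold change was 5.42 (standard error 0.17, adjusted p = 4.7e-06 from edgeR's quasi-likelihood test). DHRS2 followed with a log2 fold change of 4.36 and ATF3 with 4.22. The largest falls were those of CST1, CST4 and MPZL2. CST1 had 1833 and 1649 counts in the control libraries and 2 and 0 in the arginine-starved libraries, at least 498-fold lower against a floor of 3 counts. CST4 went from 902 and 825 counts to 1 and 3, at least 247-fold lower. CST1 and CST4 are paralogs of the cystatin family whose reads the counting could have split between them. MPZL2 had a log2 fold change of -7.03 (standard error 0.94, adjusted p = 4.2e-04 from the same test).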

Metascape enrichment analyses (A Gene Annotation and Analysis: http://metascape.org/gp/index.html#/main/step1, updated on 2018-01-01) revealed that portion of down-regulated DEGs were enriched in mitochondrial electron transport complex (ETC) and glycolytic genes (Fig. 2a).

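To set the DEGs against these pathways, 2 gene lists were fixed before the data were examined, the nuclear-encoded subunits of oxidative phosphorylation (OXPHOS, 76 tested genes) and the enzymes of glycolysis (17 tested genes). Of the OXPHOS subunits, 4 were down-regulated DEGs, namely NDUFB7, NDUFB6, ATP5A1 and ATP5D. This was 5.26% of the list, against 22.1% of all tested genes (odds ratio 0.194, 95% confidence interval 0.0515 to 0.520, two-sided Fisher's exact test, p = 8.2e-05, and 1.6e-04 after Benjamini-Hochberg adjustment over the 2 lists). OXPHOS genes are highly expressed, and of 10000 random lists matched on mean expression, 400 held as few down-regulated DEGs. The median log2 fold change of the OXPHOS subunits was -0.12, with 45 genes lower and 31 higher, whereas the median over the matched lists was 0.14. The OXPHOS median was -0.18 without control replicate 1 and -0.07 without control replicate 2. Over 9 other ways of scaling, filtering or testing the counts, it lay between -0.28 and -0.08. At an adjusted p-value under 0.05 and any fold change, 30 subunits were lower and 16 higher. Adjusted over the list alone, these numbers were 29 and 16. Adjusted over 7 tests of gene lists, the OXPHOS subunits had an adjusted p of 0.41 with camera, which tests a list against all other genes, and 0.023 with fry, which tests the list by itself. Of the glycolysis enzymes, 4 were down-regulated DEGs, namely ALDOC, PFKL, ENO2 and PKM (odds ratio 1.08, 95% confidence interval 0.257 to 3.50, two-sided Fisher's exact test, p = 0.78). Their median log2 fold change was -0.57, with 14 genes lower and 3 higher (adjusted p = 0.0016 with camera and 2.1e-05 with fry). At any fold change, 14 enzymes were significantly lower and 1 higher, both over all genes and adjusted over the list alone. When all genes that fell significantly were counted without the fold threshold, the odds ratio was 1.18 for the OXPHOS subunits (exact p = 0.473) and 8.49 for the glycolysis enzymes (exact p = 1.03e-04). Metascape was not used here, so that its terms and background were not compared. The paper states from its Metascape analysis that part of the down-regulated DEGs were enriched in ETC and glycolytic genes. Together with the lower mitochondrial metabolites and increased ROS production, the paper proposes that mitochondrial perturbation is a key response to arginine starvation.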

**Fig. 2:**
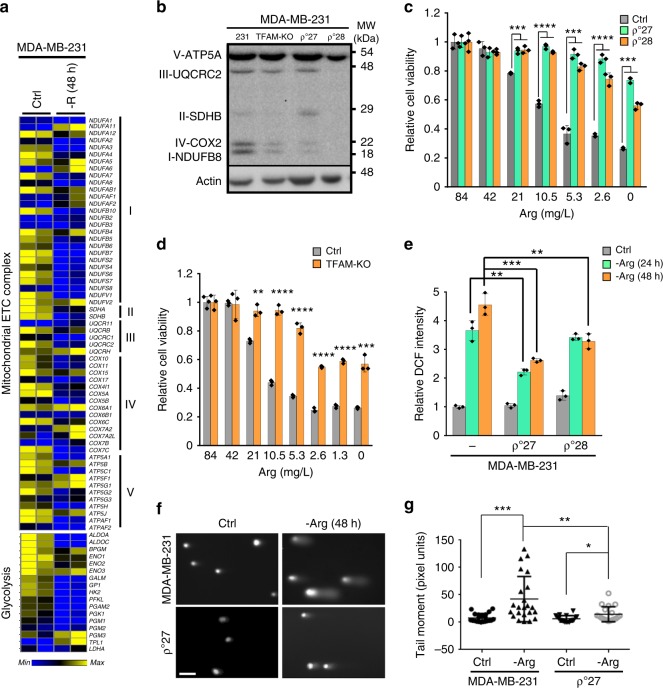
Mitochondria are important targets of arginine starvation. **a** Heatmap of altered expression of mitochondrial complex and glycolysis genes. Gene expression was assessed using RNA-seq in MDA-MB-231 cells maintained in full (Ctrl) and arginine-starved (-R, 48 h) media (*n* = 2 per group). Data are shown in relative reads for each gene. **b** A representative Western blot shows mitochondrial complex protein levels in mitochondria-depleted ρ^0^ and TFAM-KO MDA-MB-231 cells; *n* = 3. The uncropped blot can be found in Supplementary Fig. 10A. **c**, **d** Acid phosphatase (ACP) assays of viability of mitochondria-depleted ρ^0^ (**c**) and TFAM-KO (**d**) cells incubated with decreasing concentrations of arginine for 72 h; *n* = 3. **e** Oxidative stress in mitochondria-depleted ρ^0^ cells after arginine starvation (-Arg). Relative oxidized DCF levels were calculated by designating the value in MDA-MB-231 cells cultured in full medium as 1; *n* = 3. **f**, **g** DNA damage in mitochondria-depleted ρ^0^ cells after arginine starvation. The alkaline comet assay was used for measuring DNA fragmentation. **f** Representative images. Scale bar: 100 µm. **g** The comet tail moment is shown as mean ± S.D.; *n* ≥ 20. For bar graphs, data are shown as mean ± S.D.; *p *<* 0.05; **p *<* 0.01; ***p *<* 0.001; ****p *<* 0.0001

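The heatmap of Fig. 2a lists 59 mitochondrial complex genes and 17 glycolysis genes, all of which were tested. The paper does not state how these genes were chosen. If they were chosen on these samples, a test on them is not independent evidence. The mitochondrial complex genes had a median log2 fold change of -0.14, with 35 genes lower and 24 higher in arginine-starved cells. The median was -0.09 without control replicate 2, and between -0.31 and -0.11 over the 9 other ways of scaling, filtering or testing. At an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), 25 were lower and 11 higher, and adjusted over the list alone 24 were lower and 11 higher. NDUFB7 had a log2 fold change of -2.00 (standard error 0.10), NDUFB6 of -1.13 (standard error 0.11) and ATP5A1 of -1.11, and these 3 were the only DEGs of the list. NDUFB10, at -0.82 (standard error 0.10), and NDUFV1, at -0.86 (standard error 0.07), fell significantly without reaching the fold threshold. The largest rises were those of NDUFA11, at 0.86, and NDUFA6, at 0.83. The list did not stand apart from all other genes with camera (adjusted p = 0.34), whereas fry gave an adjusted p of 0.0084. The glycolysis genes had a median of -0.47, with 11 genes lower and 6 higher (adjusted p = 0.036 with camera and 4.5e-07 with fry). With a separate weight for each group in limma-voom, an alternative chosen after seeing the data, the adjusted p with camera was 0.0786, and over the 9 alternatives it lay between 0.00928 and 0.0786. Over all genes, as adjusted over the list alone, 9 were significantly lower and 2 higher. The 5 down-regulated DEGs were ALDOC at -4.50, GALM at -2.09, PFKL at -2.07, BPGM at -1.66 and ENO2 at -1.51, and PGAM2 rose by 1.94 on the log2 scale. Genes outside the text of the paper were singled out here after their values were seen.

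**Figure D1:**
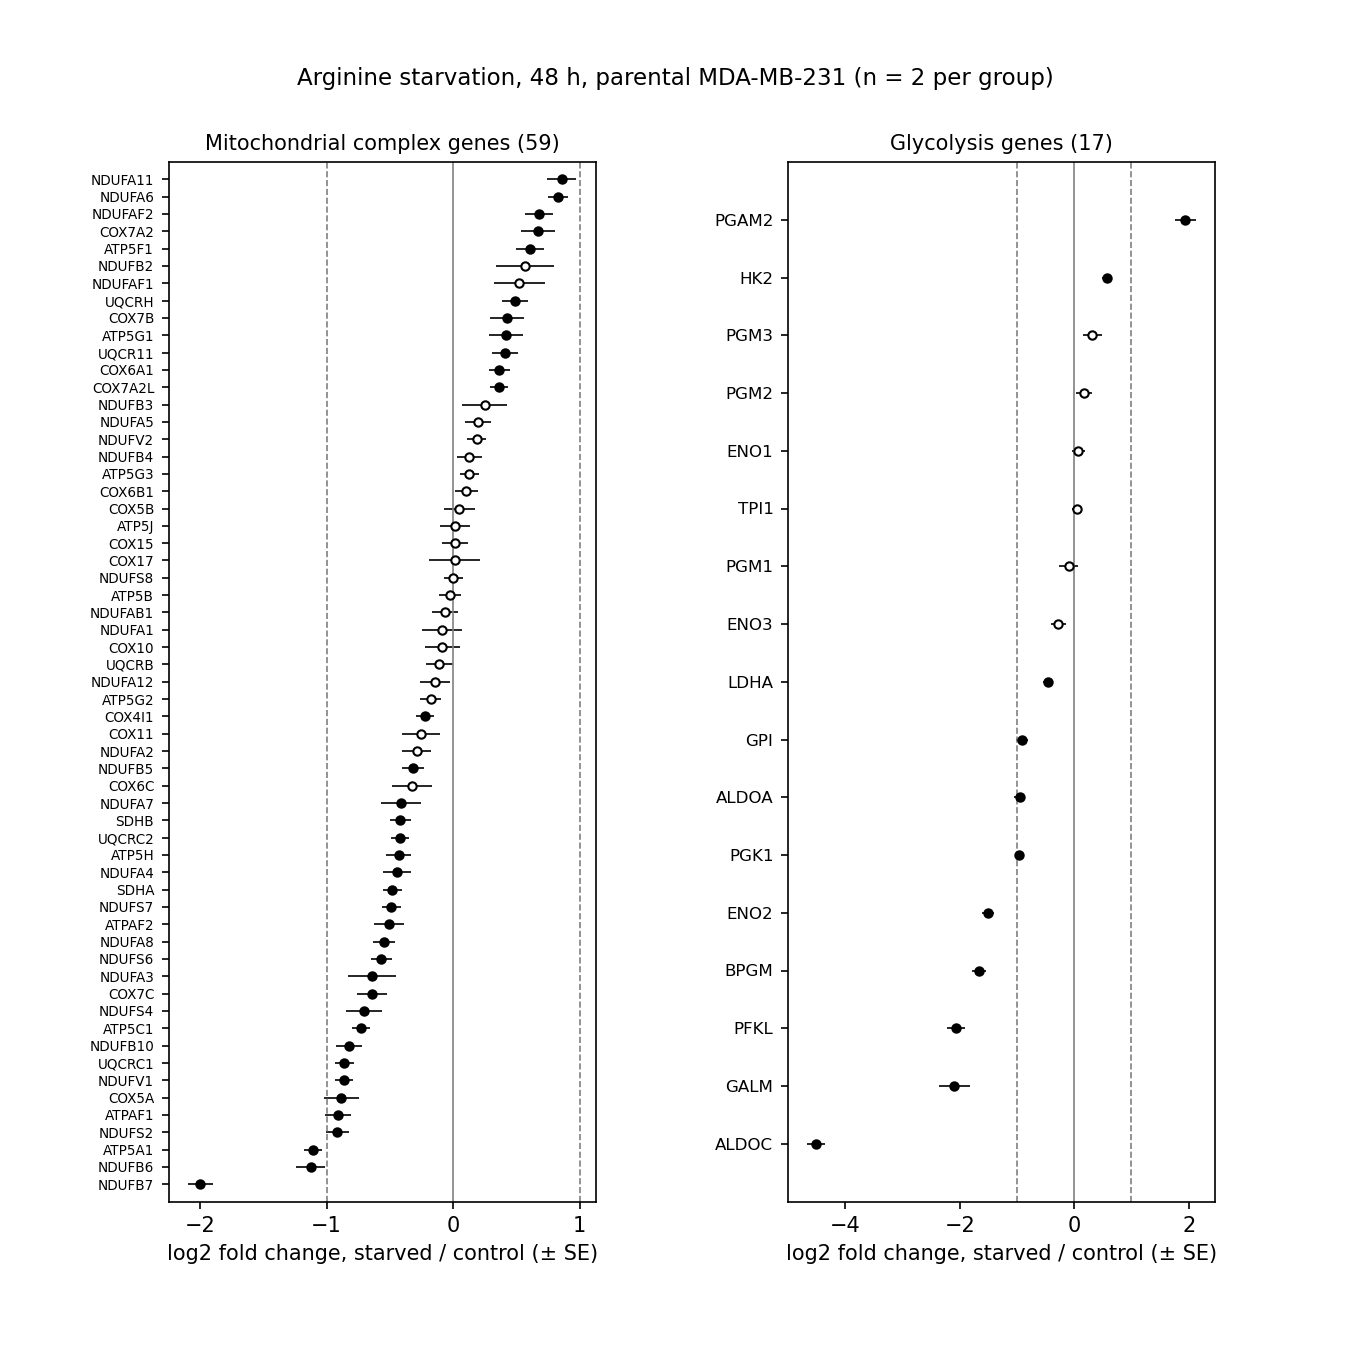
Log2 fold change between arginine-starved (48 h) and control parental MDA-MB-231 cells for the 59 mitochondrial complex genes (left) and the 17 glycolysis genes (right) listed in Fig. 2a. Points are edgeR estimates from 2 libraries per group with their standard errors, filled where the adjusted p-value over all tested genes was under 0.05, and dashed lines mark a log2 fold change of 1 in either direction. Of the mitochondrial complex genes, 3 lie beyond the lower line and none beyond the upper one.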

Together with down-regulated mitochondrial metabolites (Fig. 1) and increased ROS production^3,6,25^, we hypothesized that mitochondrial perturbation is a key cellular response to arginine starvation that precedes the initiation of cell death pathways. If so, cells lacking mitochondria should resist the cytotoxic effects of arginine depletion. Therefore, we derived MDA-MB-231 lines that lack functional mitochondria (ρ^0^ cells) by depleting mitochondrial DNA using ethidium bromide^31^ or by CRISPR/Cas10-based knockout (KO) of the mitochondrial transcription factor A (TFAM). Both ρ^0^ cells (2 different clones) and TFAM-KO cells displayed marked decreases in expression of mitochondrial ETC proteins (Fig. 2b). Reduced oxygen consumption rate (OCR), relative to control cells (Supplementary Fig. 3A), and no compensatory glycolysis were observed (Supplementary Fig. 3B). As expected, mitochondria-depleted cells were resistant to the cytotoxic effects of arginine starvation (Fig. 2c, d). To test the possibility that mitochondria-deficient cells should resist arginine starvation-induced ROS generation and DNA damage, we measured the oxidized dichlorofluorescein level in arginine-starved MDA-MB-231 and MDA-MB-231-derived ρ^0^ cells and observed reduced ROS levels in ρ^0^ cells (Fig. 2e). Lastly, we performed alkaline comet assays to examine DNA damage, and observed smaller tail moments, which are indicators of DNA damage, in arginine-starved ρ^0^ cells (Fig. 2f, g). These results support the notion that mitochondria are indispensable for arginine starvation-induced genome instability and cell death.

### Arginine starvation inhibits OxPhos via gene regulation

Mitochondria function as signaling organelles through pathways involving ROS production and citrate release, which generates the acetyl-CoA used for protein acetylation^14,15,32^. To address to what extent that arginine depletion disrupts protein acetylation via regulating acetyl-CoA levels, we measured intracellular acetyl-CoA abundance by liquid chromatography-mass spectrometry. As expected, arginine starvation reduced acetyl-CoA production in MDA-MB-231 cells (Fig. 3a). We next investigated the extent to which arginine starvation-mediated down-regulation of acetyl-CoA suppresses histone acetylation, a marker of transcriptional activation. To test this, we measured acetylation of H3K9 (H3K9Ac), a typical transcriptional activation mark, and pan histone H3; and showed that arginine starvation reduces the acetylation of histones (Fig. 3b). Notably, supplementation with acetate, which restores the acetyl-CoA level via acetyl-CoA synthetase short-chain family members 1 and 2 (mitochondrial *ACSS1* and nuclear-cytoplasmic *ACSS2*)^33–35^, or arginine rescued both H3K9 and pan-H3 acetylation (Fig. 3b).

**Fig. 3:**
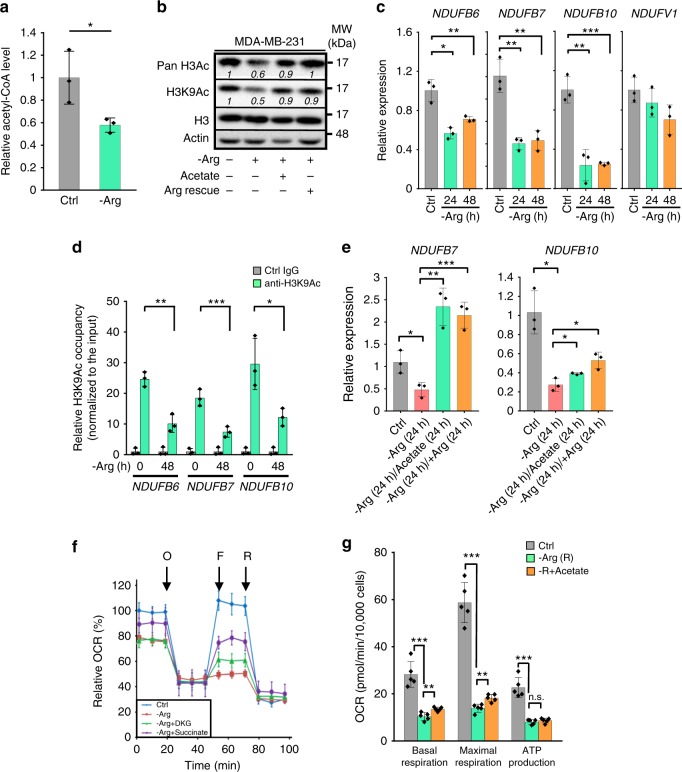
Arginine starvation epigenetically impairs mitochondrial bioenergetics. **a** The relative acetyl-CoA level was assessed in MDA-MB-231 cells after arginine starvation (-Arg) for 48 h by liquid chromatography-mass spectrometry. The relative level was calculated by designating control (Ctrl) cell extracts as 1; *n* = 3. **b** Overall histone H3K9 acetylation (H3K9Ac) after arginine starvation. The cells were cultured in control or arginine-starved medium, as indicated, for 24 h. Acetate (10 mM) or arginine (Arg rescue, 84 mg/L) was added to arginine-starved medium for an additional 24 h. Relative change (over with arginine control) of each sample is calculated by designating the densitometry tracing value in the control as 1 after normalization with actin. The original blot of this panel is included in Supplementary Fig. 10B. **c** qRT-PCR analyses of mitochondrial complex *NDUFB6*, *NDUFB7*, *NDUFB10*, and *NDUFV1* genes upon arginine starvation; *n* = 3. **d** ChIP assay for H3K9Ac occupancy in *NDUFB6*, *NDUFB7*, and *NDUFB10* promoter regions after arginine starvation; *n* = 3. **e** qRT-PCR analyses of mitochondrial Complex I *NDUFB7* and *NDUFB10* expression after arginine starvation and supplementation of arginine (84 mg/L) or acetate (10 mM); *n* = 3. **f** The oxygen consumption rate (OCR) was measured in MDA-MB-231 cells maintained in control or arginine-starved medium in the presence or absence of dimethyl-ketoglutarate (DKG; 10 mM) or succinate (10 mM) using a Seahorse bioanalyzer; *n* = 5. Relative OCR was calculated by designating the basal OCR of cells in full medium as 100%. O: oligomycin; F: FCCP; R: rotenone. **g** Effect of arginine starvation and supplementation with acetate (10 mM) on basal respiration, maximal respiration, and ATP production from Supplementary Fig. 3D; *n* = 5. For bar graphs, data are shown as mean ± S.D.; *p < 0.05; **p *<* 0.01; ***p *<* 0.001

As early as 24 h after arginine starvation, we observed decreased abundance of mitochondrial complex I *NDUFB6*, *NDUFB7*, and *NDUFB10* mRNAs (Fig. 3c). Further, we observed reduced H3K9Ac occupancy in the respective promoter regions of mitochondrial ETC complex I *NDUFB6*, *NDUFB7*, and *NDUFB10* genes under arginine starvation (Fig. 3d). Supplementation with acetate or arginine rescued *NDUFB7* and *NDUFB10* mRNA abundance (Fig. 3e). Together, these data indicate that arginine starvation rapidly and potently induces epigenetic silencing of nuclear-encoded mitochondrial ETC complex genes via histone acetylation.

We next used the Seahorse XF96 to perform metabolic assessments of MDA-MB-231 cells following arginine starvation. Consistent with the decreased ATP concentration we previously observed in arginine-starved MDA-MB-231 cells^6^, arginine starvation blunted the OCR, including ATP-linked respiration (oligomycin sensitive) and reserve capacity (induced by the uncoupler FCCP) (Fig. 3f, g). Arginine starvation also reduced glycolytic flux, as measured by the extracellular acidification rate (ECAR) (Supplementary Fig. 3C), corroborating with the results shown in Fig. 1b and Supplementary Fig. 2A. Given that the α-ketoglutarate level was drastically reduced by arginine starvation (Fig. 1a, c, Supplementary Fig. 2A), we assessed the ability of dimethyl-α-ketoglutarate, a cell-permeable α-ketoglutarate analogue, or succinate, a metabolite downstream of α-ketoglutarate, to rescue arginine starvation-reduced OCR and ECAR. Treatment with dimethyl-α-ketoglutarate or succinate partially restored respiration (Fig. 3f), and rescued glycolysis to an even greater extent (Supplementary Fig. 3C). Previous reports in melanoma and sarcoma cell lines have shown an increase in mitochondrial OxPhos after arginine starvation^24^. This discrepancy is likely due to the length of arginine starvation. In those studies, short-term treatment of cells with ADI-PEG20 decreased mitochondrial OCR. The increased OxPhos was only observed in arginine starvation-resistant cells, in which the cells regained ASS1 expression in a c-Myc-dependent manner^24^. Lastly, we determined the extent to which supplementation with acetate rescues OCR in arginine-starved MDA-MB-231 cells. As shown in Fig. 3g and Supplementary Fig. 3D, acetate, presumably through restoration of acetyl-CoA, partially reversed the effects of arginine starvation on basal and maximal respiration, demonstrating that mitochondrial-nuclear interaction is a key component of arginine starvation-induced metabolic alteration. These evidence together show that arginine starvation results in decreased abundance of key mitochondrial ETC subunits, thereby perpetuating mitochondrial dysfunction.

### Arginine starvation induced ER stress requires mitochondria

After establishing that early changes to mitochondria are important for arginine starvation-induced cytotoxicity, we tested whether arginine starvation induces ER stress, which could exacerbate oxidative stress, and whether mitochondria partake in such an adaptive response^36^. 

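The paper describes the ρ0 cells as MDA-MB-231 cells depleted of mitochondrial DNA, and the sample labels name clone 27. The methods state that they were maintained with sodium pyruvate, uridine and ethidium bromide, which the methods do not list for parental cells, so the lines also differed in how they were maintained. For ρ0 cells, 2 libraries were of cells in full medium and 2 of cells after 48 h of arginine starvation. The same descriptions of treatment and replicates apply as for the parental cells. The authors deposited counts for these libraries in one table with the parental ones. The ρ0 control libraries held 28886136 and 30588999 counts, and the arginine-starved ρ0 libraries held 31022155 and 25259503. None of the 13 genes of the mitochondrial genome that were looked for was among the deposited counts. The depletion of mitochondrial DNA could therefore not be checked in these libraries. The 2 ρ0 control libraries differed far more than the other replicate pairs, with a biological coefficient of variation of 25.0%, against 1.83% between the arginine-starved ρ0 libraries. In a principal component analysis, the first component held 67.1% of the variance and separated the lines, and the second held 24.4% and separated control from arginine-starved libraries within each line. The fit over all 8 libraries gave the starvation response of each line and the difference between the responses, ρ0 minus parental, which was tested as an interaction. In ρ0 cells, 644 genes were up-regulated and 1250 down-regulated by starvation under the criteria used for parental cells. The fit shares its spread among groups whose own spreads differed, so that p-values involving the ρ0 controls can be too small. At any fold change, 6308 genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test) in ρ0 cells. Fitted to the 4 ρ0 libraries alone, the same test gave 3127, with 491 up-regulated and 868 down-regulated DEGs. With limma-voom's weights per group, 415 genes were up-regulated and 908 down-regulated. Both alternatives were chosen after seeing the data. By the same rule as in parental cells, the largest rises were those of LAMP3 (log2 fold change 4.58), CCND2 (4.36) and IL1A (4.30), and the largest falls those of FAM111B (-3.52), KIF20A (-3.41) and ID3 (-3.33). These 3 genes differed between the ρ0 control libraries, which held 1346 and 3824 counts of FAM111B, 4456 and 2024 of KIF20A and 274 and 908 of ID3. Of the up-regulated genes, 325 were also up-regulated in parental cells, and 754 genes were down-regulated in both lines. The response differed between the lines, at an adjusted p-value of the interaction under 0.05, for 6167 genes.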

To achieve this goal, we performed RNA-seq analyses on parental and ρ^0^ MDA-MB-231 cells with or without arginine starvation (48 h). 

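ATF4, a transcription factor of the integrated stress response, rose in parental cells from 161 ± 2.6 to 540 ± 4.3 CPM (SD, n = 2). In ρ0 cells it rose from 172 ± 40.0 to 320 ± 2.2 CPM (SD, n = 2). The log2 fold change of ATF4 was 1.75 (standard error 0.15, adjusted p = 4.7e-05 from edgeR's quasi-likelihood test) in parental cells and 0.89 (standard error 0.14, adjusted p = 0.0025) in ρ0 cells. The difference between these responses was -0.85 (standard error 0.20, adjusted p = 0.014 from the same test). XBP1, which encodes a transcription factor of the unfolded protein response (UPR), had a log2 fold change of 2.53 in parental cells (standard error 0.16, adjusted p = 1.6e-05) and 1.68 in ρ0 cells (standard error 0.15, adjusted p = 3.1e-04, same test). Its difference was -0.86 (standard error 0.21, adjusted p = 0.017). These sizes moved with the ρ0 control libraries. Without ρ0 control replicate 1, the difference was -1.07 for ATF4 and -0.58 for XBP1, and without replicate 2 it was -0.62 and -1.12. Over the other ways of scaling, filtering or testing, the adjusted p in ρ0 cells was at most 0.036 for ATF4 and 0.017 for XBP1. That of the difference was at most 0.023 and 0.025. ASNS, which encodes asparagine synthetase, rose by 2.37 in parental cells (standard error 0.28, adjusted p = 2.1e-04) and by 2.97 in ρ0 cells (standard error 0.28, adjusted p = 3.4e-04) on the log2 scale. Its difference of 0.60 (standard error 0.37, adjusted p = 0.24 from edgeR's quasi-likelihood test) was not significant. With limma-voom's weights per group, an alternative chosen after seeing the data, the adjusted p was 0.0161. Over the 9 alternatives it lay between 0.0161 and 0.233. The difference was 0.19 without the first ρ0 control replicate and 1.16 without the other.

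**Figure D2:**
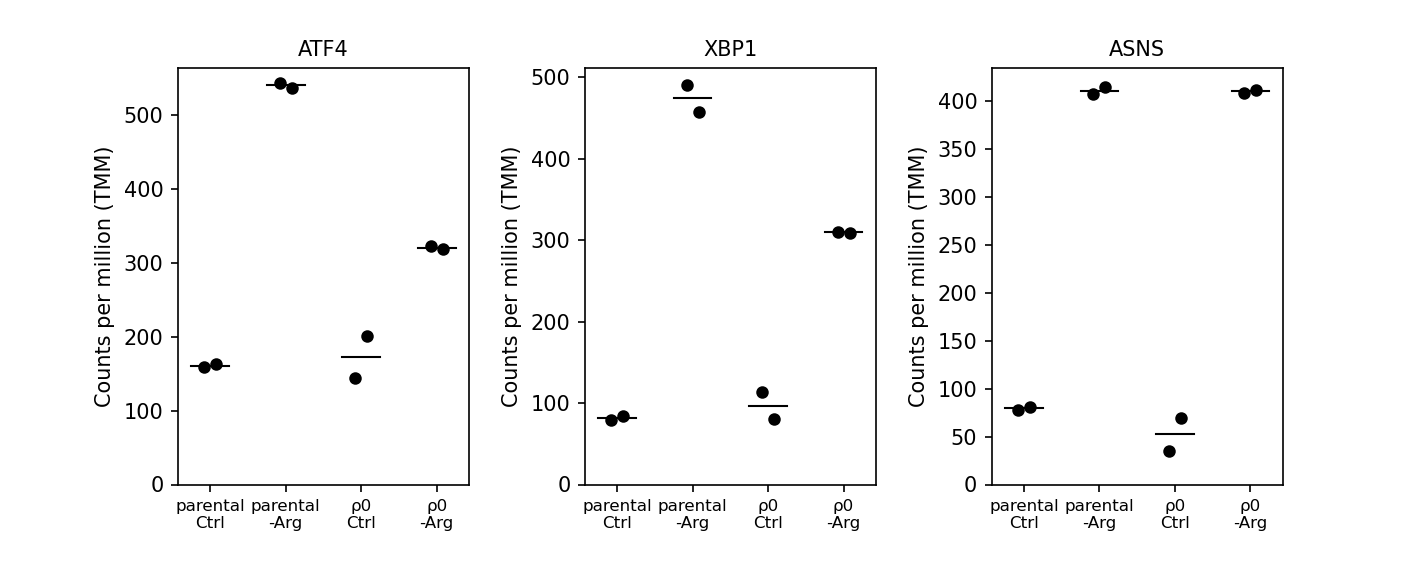
CPM of ATF4, XBP1 and ASNS in parental and ρ0 MDA-MB-231 cells in full medium (Ctrl) or after 48 h of arginine starvation (-Arg). Each point is a library and each line the mean of 2 libraries. ATF4 reached 540 CPM in starved parental cells and 320 in starved ρ0 cells, and ASNS reached 411 in both.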

Arginine starvation induced the expression of ER stress-responsive genes (the induction of the unfolded protein response [UPR] gene signature), such as *ATF4* and *XBP1*, and the induction of *ATF4* and *XBP1* was mitigated in arginine-starved ρ^0^ MDA-MB-231 cells (Fig. 4a, highlighted in red). We have performed qRT-PCR analyses to validate the induction of *ATF4*, *ASNS* and *XBP1* in arginine-starved MDA-MB-231 cells (Supplementary Fig. 3E).

**Fig. 4:**
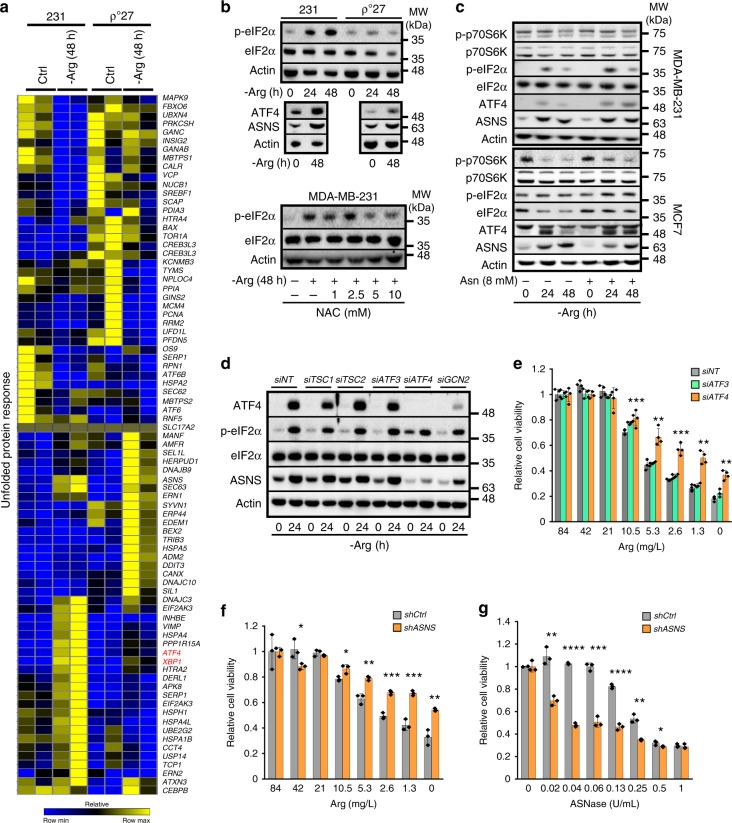
ATF4-dependent ASNS expression links arginine starvation and cell death. **a** Heatmap of the UPR pathway. Gene expression was assessed using RNA-seq in control MDA-MB-231 (231) and mitochondria-depleted MDA-MB-231 ρ^0^ cells treated with full medium (Ctrl) or arginine starvation (-Arg, 48 h). The gene list was established using the UPR RT^2^ profiler PCR array (Qiagen). Data are shown in relative reads for each gene. **b** Representative Western blots of p-eIF2α, ATF4 and ASNS abundance in parental and ρ^0^ cells with or without arginine (-Arg). Treatment with the ROS scavenger, N-Acetyl-cysteine (NAC), dampens phosphorylation of eIF2α. MDA-MB-231 cells under arginine starvation were treated with the indicated concentrations of NAC and subjected to Western blot analyses for p-eIF2α signal. A representative blot is shown here, *n* ≥ 3. The original blots of this panel can be found in Supplementary Fig. 11. **c** Representative Western blots of p-p70S6K, p-eIF2α, ATF4 and ASNS after arginine starvation in both MDA-MB-231 and MCF7 cells; *n* = 3. The unprocessed images are included in Supplementary Fig. 12. **d** Representative Western blots of TSC1, TSC2, ATF3, ATF4, or GCN2 knockdown on ATF4, ASNS, and p-eIF2α induction after arginine starvation (24 h); *n* = 3. The uncropped blots of the panel are included in Supplementary Fig. 13. **e**, **f** MDA-MB-231 cell viability in response to arginine starvation with or without *ATF3/4*-knockdown (**e**; *n* = 4) and *ASNS*-knockdown (**f**; *n* = 3). **g** MDA-MB-231 cell viability under treatment of ASNase, with or without *ASNS* knockdown. For the bar graphs, data are shown as mean ± S.D.; *n* = 3; *p *<* 0.05; **p *<* 0.01; ***p *<* 0.001

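Of the 78 genes in the heatmap of Fig. 4a, 75 were tested, and HTRA4, SLC17A2 and ERN2 did not pass the expression filter, with at most 3 counts in any library. In parental cells the 75 genes had a median log2 fold change of 0.16, with 47 genes higher and 28 lower (adjusted p = 0.020 with camera and 4.4e-04 with fry). With total counts alone as the scaling, the parental median was -0.0004. Of these genes, 14 were up-regulated and 8 down-regulated DEGs. At any fold change, 35 were significantly higher and 16 lower in edgeR's quasi-likelihood test, and these numbers were the same when adjusted over the list alone. In ρ0 cells the median was 0.20, with 45 genes higher and 30 lower (adjusted p = 0.0050 with camera and 4.4e-04 with fry), and 16 genes were up-regulated and 7 down-regulated DEGs. At any fold change, 31 were significantly higher and 17 lower, and adjusted over the list alone 32 and 17. The ρ0 median was 0.47 without ρ0 control replicate 1 and 0.13 without ρ0 control replicate 2. The median difference between the responses was -0.0006, with 37 genes above 0 and 38 below (adjusted p = 0.65 with camera and 0.74 with fry). It was 0.08 without ρ0 control replicate 1 and -0.11 without replicate 2, and 0.09 with upper quartile normalization. By its own interaction test, the response was significantly higher in ρ0 cells for 18 genes and lower for 21, and adjusted over the list alone for 18 and 22. The genes named next were singled out after their values were seen. TYMS, GINS2, MCM4, PCNA and RRM2 were among the 7 down-regulated DEGs in ρ0 cells, with log2 fold changes between -2.26 and -1.43. Their differences between the lines lay between -1.92 and -0.93. The list of Fig. 4a shares 5 genes with a list of DNA replication genes, so that its values need not reflect the UPR alone. No median was computed without them. PPP1R15A rose by 4.21 in parental and 2.01 in ρ0 cells, and INHBE by 4.31 and 1.38. ADM2 rose by 1.61 in parental and 3.38 in ρ0 cells, and ERN1 by 1.25 and 2.18. BEX2 rose by 2.06 in ρ0 cells, and its change of -0.88 in parental cells was not significant (adjusted p = 0.0589). The differences of PPP1R15A, INHBE, ADM2, ERN1 and BEX2 had adjusted p-values between 0.00158 and 0.0105 (edgeR's quasi-likelihood test). HSPA5, which encodes the ER chaperone BiP, rose by 0.59 and 1.29, and DDIT3 by 1.27 and 1.86, without a significant difference.

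**Figure D3:**
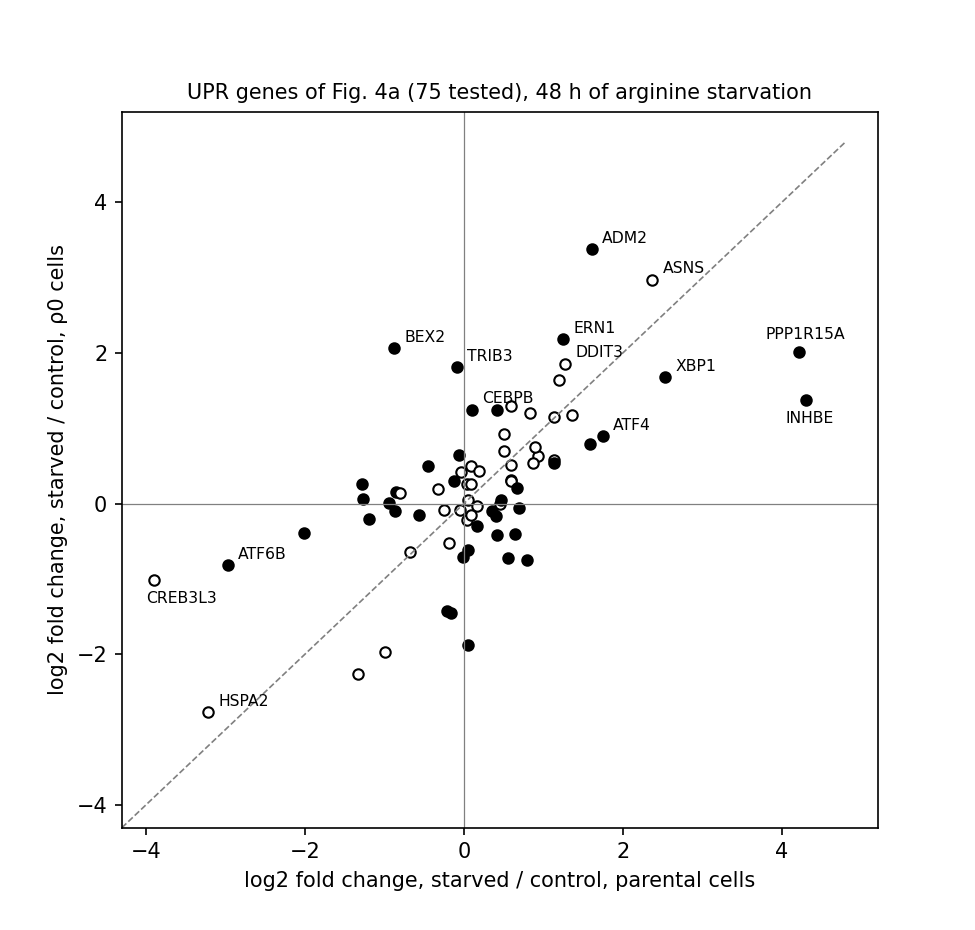
Log2 fold change between arginine-starved (48 h) and control cells in parental (x axis) and ρ0 (y axis) MDA-MB-231 cells for the 75 tested UPR genes of Fig. 4a, as edgeR estimates from 2 libraries per group. Filled points are genes whose responses differed at an adjusted p-value under 0.05, and the dashed line marks equal responses. ATF4 and XBP1 lie below the line and ADM2 and BEX2 above it.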

Activation of the UPR was demonstrated by the induction of prototypical ER stress markers, such as p-eIF2α, ATF4, and ASNS, in response to arginine starvation (Fig. 4b). Consistent with Fig. 4a, arginine-starved ρ^0^ cells displayed reduced p-eIF2α and ATF4 signals upon arginine starvation (Fig. 4b). Also, supplementation with the antioxidant N-acetylcysteine (NAC) partially reduced the p-eIF2α signal in parental cells (Fig. 4b), supporting a role for mitochondrial ROS (Fig. 2e) in the link between arginine starvation and ER stress. To characterize the underlying mechanism, we examined whether cells resistant to other ER stressors, such as tunicamycin (TM), are resistant to arginine starvation-induced cell death. We established TM-resistant MDA-MB-231 cells (Supplementary Fig. 3F) and found that these cells were also resistant to the ER stress inducer thapsigargin (TG) (Supplementary Fig. 3G), but not to arginine starvation (Supplementary Fig. 3H). This result suggests that classical ER stress is not the major factor contributing to arginine starvation-induced cytotoxicity.

Next, we used MCF7 cells, resistant to arginine starvation-induced cytotoxicity^6^, to investigate the effect of arginine starvation-induced ER stress in ASS1-high context. Arginine is one of three amino acids that can directly activate mTORC1^37–41^. We confirmed that arginine starvation (24 h) diminished mTOR signaling (evidenced by decreased mTOR downstream effector p70S6K phosphorylation) and increased ATF4 and ASNS in both ASS1-low MDA-MB-231 and ASS1-high MCF7 cells (Fig. 4c), suggesting that the induction of ATF4-ASNS represents a common response to extracellular arginine starvation. Lastly, treatment of MHY1485^42^, a mTOR activator, significantly improved the viability of arginine-starved MDA-MB-231 (Supplementary Fig. 4A). In parallel, rapamycin, a mTOR inhibitor, notably reversed the rescuing effect of arginine supplementation on cell proliferation fitness in arginine-starved (48 h) MDA-MB-231cells (Supplementary Fig. 4B) and overcame the inhibitory effect by arginine on expression of *ASNS* and *ATF4* (Supplementary Fig. 4C), markers for ER stress. Together, our data support that mTOR is not only acts as a sensor of cell arginine state^43^, but also is intimately involved in regulating the cell fitness in response to arginine starvation.

Asparagine supplementation partially restored the suppression of p70S6K phosphorylation, a hallmark of mTOR activation, and delayed ASNS induction in response to arginine starvation (24 h) in MCF7, but not MDA-MB-231, cells (Fig. 4c), suggesting that there are different thresholds for exogenous arginine, dependent on the ASS1 level, to activate mTOR in these two distinct ASS1-contexts. Moreover, asparagine supplementation did not reduce the arginine starvation-induced p-eIF2α signal in MDA-MB-231 cells (Fig. 4c), and arginine starvation did not induce p-eIF2α in MCF7 cells (Fig. 4c).

To identify the key signaling molecule(s) responsible for arginine starvation-induced UPR, we used siRNA gene knockdown to probe the involvement of TSC1, TSC2, ATF3, ATF4, and GCN2 in the stress response to arginine starvation. We first confirmed that arginine starvation increased the abundance of ATF4, p-eIF2α, and ASNS in siNT (control siRNA)-transfected MDA-MB-231 cells (Fig. 4d, left two lanes). Individual knockdown of ATF4 or GCN2, but not TSC1/2 or ATF3, attenuated the induction of ATF4 and ASNS in arginine-restricted cells (Fig. 4d). This was further exemplified by our observation that knockdown of ATF4, but not ATF3, rendered the cells resistant to arginine starvation (Fig. 4e). Unexpectedly, knockdown of ASNS rescued the viability of arginine-starved MDA-MB-231 cells (Fig. 4f), but sensitized cells treated with asparaginase (Fig. 4g, a control for ASNS function). ATF3-knockdown cells exhibited similar arginine sensitivity to siNT-cells (Fig. 4e). We then further confirmed that the unfolded protein response (UPR) activated by arginine starvation then excised 26 nucleotides from the mRNA of unspliced X-box binding protein 1 (*XBP1u*), resulting in a frame shift to produce the mature, spliced XBP1 (*XBP1s*)^44^, in both arginine-starved MDA-MB-231 and BT-549 cells, as in response to ER stress induced by either Tm or Tg (Supplementary Fig. 4D). Lastly, knockdown of *XBP1* by two different targeting siRNAs, compared to scrambled siRNA (siCtrl), increased cell viability, as siATF4 and siASNS did, in arginine-starved MDA-MB-231 cells (Supplementary Fig. 4E). It is likely that arginine starvation induces a non-canonical ER stress response, leading to cytotoxicity in ASS1-low cells.

### Aspartate rescues metabolism after arginine starvation

It was previously demonstrated that asparagine rescues the survival of glutamine-deprived cells^45^ by functioning as a counter ion in the import of extracellular amino acids to sustain mTOR activation and protein translation^46,47^. However, it remains to be determined whether asparagine rescues the viability of arginine-starved cells in an analogous manner, or whether ASNS plays other regulatory role(s) in response to arginine starvation. To test these two possibilities, we assessed the extent to which supplementation with the amino acids aspartate, asparagine, glutamine, or glycine, rescues cell viability after arginine starvation. Among these amino acids, only supplementation with aspartate preserved cell viability during arginine starvation (Fig. 5a). Asparagine supplementation did not rescue cell viability (Fig. 5a), which is consistent with our finding that impairing asparagine biosynthesis benefited cell viability after arginine starvation (Fig. 4g). Together, we conclude that ASNS has no rescuing effect on arginine-dependent cell viability.

**Fig. 5:**
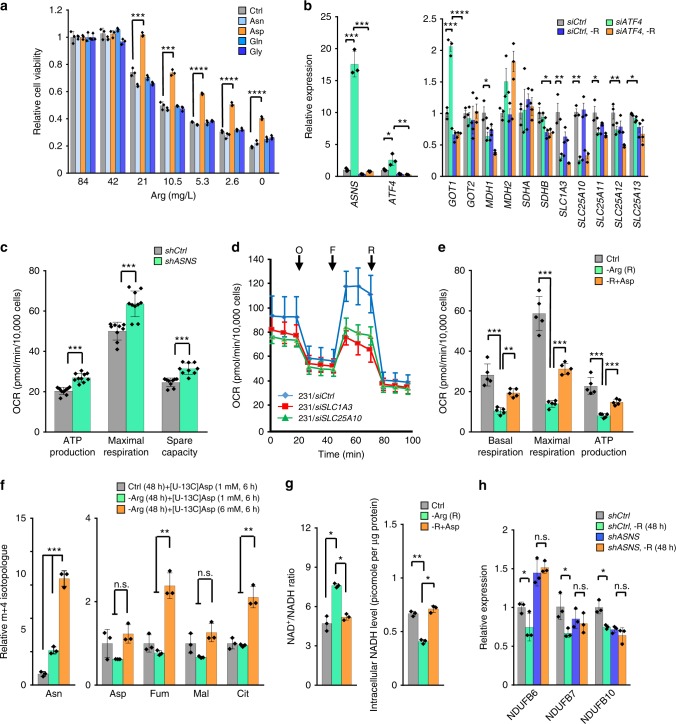
Aspartate rescues the viability of arginine-starved cells. **a** Cell viability of MDA-MB-231 cells after arginine starvation with or without supplementation of asparagine, aspartate glutamine or glycine (10 mM each) for 72 h; *n* = 3. **b** qRT-PCR analyses of *ASNS*, *ATF4* and the mRNA abundance of the key components of the malate-aspartate shuttle after arginine starvation (-R; 24 h) in siCtrl- and siATF4-cells; *n* = 3. **c** Effect of ASNS-knockdown on basal respiration, maximal respiration, and ATP production measured in Supplementary Fig. 5C; *n* = 9. **d** OCR was measured in SLC1A3- or SLC25A10-knockdown cells; *n* = 4. O: oligomycin; F: FCCP; R: rotenone. **e** Effect of arginine starvation and replenishment with aspartate (10 mM) on the basal respiration, maximal respiration, and ATP production measured in Supplementary Fig. 5D; *n* = 5. **f** MDA-MB-231 cells were cultured with [U-^13^C]aspartate for 6 h after 48 h of incubation in arginine-depleted (-Arg) or full (Ctrl) media. The relative aspartate-derived m + 4 fractions of intracellular asparagine (Asn), aspartate (Asp), fumarate (Fum), malate (Mal), and citrate (Cit) were measured with gas chromatography mass spectrometry. The relative m + 4 isotopologue was calculated by designating the respective mean value in MDA-MB-231 ctrl cells as 1; *n* = 3. **g** NAD^+^/NADH ratio and NADH abundance in arginine-starved MDA-MB-231 cells with or without aspartate (10 mM) supplementation; *n* = 3. **h** qRT-PCR analyses of *NDUFB6*, *NDUFB7*, and *NDUFB10* expression in arginine-starved *shCtrl* and *shASNS* cells (48 h). The values are normalized to the 18 S rRNA levels and the mean expression level in the control cells; *n* = 3. For bar graphs, data are shown as mean ± S.D.; n.s., not significant; *p *<* 0.05; **p *<* 0.01; ***p *<* 0.001; ****p *<* 0.0001

Aspartate, a non-essential amino acid, is synthesized de novo by transamination of oxaloacetate in either the mitochondria or the cytoplasm by GOT1/2, which encodes aspartate aminotransferase, or is transported into the cells by SLC1A3, the glutamate-aspartate transporter^48^. GOT1/2 are important components of the malate-aspartate shuttle, which reversibly transfers electrons from the cytoplasm into mitochondria matrix (Supplementary Fig. 5A). Therefore, we focused on the malate-aspartate shuttle (Supplementary Fig. 5A), as aspartate supports mitochondrial OxPhos^49^. We used qRT-PCR to measure the mRNA abundance of key components in the malate-aspartate shuttle. Consistent with the induction of *ASNS*, *GOT1* was induced by arginine starvation in an ATF4-depedent manner (Fig. 5b). In contrast, we observed the down-regulation of *MDH1* (malate dehydrogenase 1), *SLC1A3*, *SLC25A10* (mitochondrial dicarboxylate transporter for malate and succinate) and *SLC25A11* (mitochondrial oxoglutarate/malate carrier) in an ATF4-independent manner in arginine-starved MDA-MB-231 cells. Moreover, knockdown of *ASNS* suppressed the effect of arginine starvation on expression of *GOT1*, *MDH2*, and *SLC25A11*, compared to shCtrl*-*cells (Supplementary Fig. 5B).

Next, we hypothesized that arginine starvation-induced ASNS and GOT1 consume aspartate, thereby reducing the availability of aspartate, which results in mitochondrial dysfunction. To understand if the aspartate levels regulate mitochondrial function, we knocked-down ASNS, SLC1A3, or SLC25A10 and measured OCR in these cells. These genes were chosen because that their message abundances were regulated by arginine starvation and that their encoded proteins are involved in maintaining aspartate homeostasis. As shown in Fig. 5c and Supplementary Fig. 5C, ASNS knockdown alone increased the basal and ATP-linked respiration and reserve capacity in MDA-MB-231 cells. Consistent with this, knockdown of SLC1A3 or SLC25A10 alone had an opposite effect on OCR (Fig. 5d). These observations indicate that an inefficient malate-aspartate shuttle suppresses mitochondrial function. Indeed, aspartate supplementation increased the basal and maximal respiration and ATP production in arginine-starved MDA-MB-231 cells (Fig. 5e, Supplementary Fig. 5D). In addition, pyruvate carboxylase, which catalyzes the production of oxaloacetate as part of anaplerosis for the TCA cycle^50,51^, could contribute to aspartate homeostasis. However, co-treatment with pyruvate, unlike with DKG, failed to overrule the anti-proliferative effect of arginine starvation (Supplementary Fig. 5E).

To further understand the role of aspartate during arginine starvation, we analyzed the mass isotopologue distribution of the principal aspartate catabolism intermediates in arginine-starved (48 h) MDA-MB-231 cells using [U-^13^C] aspartate as a tracer during the last 6 h of starvation (Supplementary Fig. 6A). Figure 5f reveals that aspartate, malate, and fumarate enrichment were lower in arginine-starved cells, and there was a robust increase in asparagine enrichment compared to cells maintained in arginine-containing medium, indicating that arginine starvation-induced ASNS converts aspartate to asparagine. Moreover, supplementation with a bolus of aspartate (6 mM) doubled the m + 4 fraction of fumarate and citrate (Fig. 5f, Supplementary Fig. 6B), supporting the possibility that aspartate rescues mitochondrial function in arginine-starved cells though the malate-aspartate shuttle.

Mitochondrial NADH pools tend to be oxidized by ETC Complex I and NAD^+^/NADH balance is one of the key regulators of energy metabolism, including mitochondrial fitness. We have shown that arginine starvation impairs NADH reducing equivalents transporters in-and-out of mitochondria (Fig. 5b). To determine the extent to which arginine starvation suppresses OxPhos via NADH reduction, we measured the intracellular levels of NAD^+^ and NADH after arginine starvation. Arginine starvation disrupted the NAD^+^/NADH ratio and, interestingly, the effects of arginine starvation on total NADH levels were reversed by aspartate (Fig. 5g). This indicates that not only is NADH transport into mitochondria generally defective in arginine-starved cells, but also the overall NADH production is compromised due to lack of aspartate. This observation was further validated by an independent measurement of the glutamate-stimulated NADH autofluorescence intensity. As expected, arginine starvation reduced glutamate-stimulated NADH autofluorescence, while aspartate supplementation or *ASNS* knockdown reversed the reduction (Supplementary Fig. 6C). To further validate that arginine starvation reduces NADH abundance, we assessed the effect of metformin, a known Complex I inhibitor^21^, on sensitizing cells to arginine starvation as a separate paradigm. Metformin sensitized MDA-MB-231 cells to reduced glucose (Supplementary Fig. 6D), serving as a control. Consistent with the notion that metformin impairs mitochondrial function, knockdown of ASNS abolished the sensitizing effect of metformin (Supplementary Fig. 6D). As shown in Supplementary Fig. 6E, metformin sensitized, albeit to a lesser extent, cells to reduced arginine level. In addition, ASNS-knockdown, at least in part, prevented the down-regulation of mRNA abundance of several Complex I genes (*NDUFB6*, *NDUFB7*, and *NDUFB10*) in arginine-starved MDA-MB-231 cells (Fig. 5h), supporting that ER stress-induced ASNS suppresses the expression of nuclear genes encoding mitochondrial ETC genes.

### Cytotoxicity of arginine starvation in ASS1-low cancer cells

To directly test the biological role of aspartate in the context of arginine starvation, we measured nucleotide pools in arginine-starved (48 h) or untreated-control MDA-MB-231 cells, with or without aspartate supplementation. In agreement with the concept that aspartate is spared from nucleotide biosynthesis in arginine-starved cells, arginine starvation decreased the intracellular dATP and dTTP pools, and aspartate supplementation restored the nucleotide pools (Supplementary Fig. 7A). Next, we found that adding dNTP rescued the proliferation defect of arginine starvation (Supplementary Fig. 7B). We measured the effect of orotate, an aspartate downstream pyrimidine precursor (Supplementary Fig. 7C) on the viability of arginine-starved cells. As expected, supplementation with orotate rescued the viability of arginine-starved MDA-MB-231 cells (Supplementary Fig. 7D). The reduced dNTP pools may affect DNA repair, which could explain the resultant DNA damage and genome instability we observed following arginine starvation (Fig. 2f).

Next, ASS1-deficient BT-549 and MDA-MB-435 breast cancer cells were used to investigate whether the metabolic alterations identified were a MDA-MB-231-specific phenomenon or a general characteristic of arginine auxotrophy. We first confirmed that arginine starvation induced ROS production (Supplementary Fig. 8A) and inhibited cell proliferation (Supplementary Fig. 8B) in ASS1-low BT-549 cells, similar to MDA-MB-231 cells. In addition, knockdown of ASNS rescued the viability of arginine-starved BT-549 and MDA-MB-435, as expected based on our results using MDA-MB-231 cells (Supplementary Fig. 8C). The combination of ASNase, converting asparagine to aspartate, and exogenous asparagine rescued the viability of arginine-starved BT-549 cells (Supplementary Fig. 8D). Likewise, aspartate was more effective than acetate in mitigating the damage by arginine starvation on mitochondrial function in BT-549 cells (Supplementary Fig. 8E) and rescued the total NAD^+^/NADH ratio (Supplementary Fig. 8F). We also confirmed that NADPH abundances were decreased in both arginine-starved MDA-MB-231 and BT-549 cells (Supplementary Fig. 8G) and MHY1485, a mTOR activator, improved the viability of arginine-starved BT-549 cells (Supplementary Fig. 8H). Lastly, supplementation with orotate rescued the viability of arginine-starved BT-549 and MDA-MB-435 breast cancer cells (Supplementary Fig. 8I, J).

### Arginine starvation restricts in vivo breast tumor growth

To test the effect of arginine starvation on tumor cells in vivo, we examined tumor growth in ASS1-low BT-549 and MDA-MB-231 breast cancer cell xenograft model subjected to dietary arginine restriction. Arginine-free diet significantly retarded tumor growth of orthotopically xenografted BT-549 breast cancer cells in vivo, as measured by volume (Fig. 6a) and luciferase imaging (Fig. 6b). The arginine-free diet had no obvious adverse effect on body weight (Fig. 6c). While we observed a marked decline of tumor weights in BT-549 tumor xenografts (Fig. 6d), a less pronounced, albeit significant, tumor weight reduction was observed in MDA-MB-231 xenografts (Fig. 6e). The activated KRAS mutation in MDA-MB-231 cells^52^ could, at least in part, account or the lack of robust response of MDA-MB-231 cells to arginine starvation in vivo (Fig. 6e), as previously implicated in the resistance to serine/glycine starvation in vivo^53^. In addition, the higher basal ROS levels in BT-549 cells (Supplementary Fig. 8A) could render them more vulnerable to arginine starvation. To determine the effects of arginine-free diet on tumor volume, the BT-549 xenografted tumors were serially sectioned and analyzed histologically. Consistent with the cell culture model (Supplementary Fig. 8B), lack of arginine decreased BT-549 cell survival and proliferation, as indicated by reduced tumor cell infiltration (Fig. 6f, h) and the presence of fewer mitotic cells (Fig. 6g, i, j). The tumors from mice fed an arginine-free diet (Fig. 6h), showed a large area of residual fat (left field, ~50%); however, the control tumor, exhibited much less residual fat (Fig. 6f, left field, ~5%). We also noticed the presence of multipolar anaphases, known to result in eventual cell death^54^ in tumor sections from mice fed arginine-free diets (Fig. 6i, red arrow). Overall, these results indicate that dietary arginine restriction can suppress the growth of ASS1-low tumors in vivo.

**Fig. 6:**
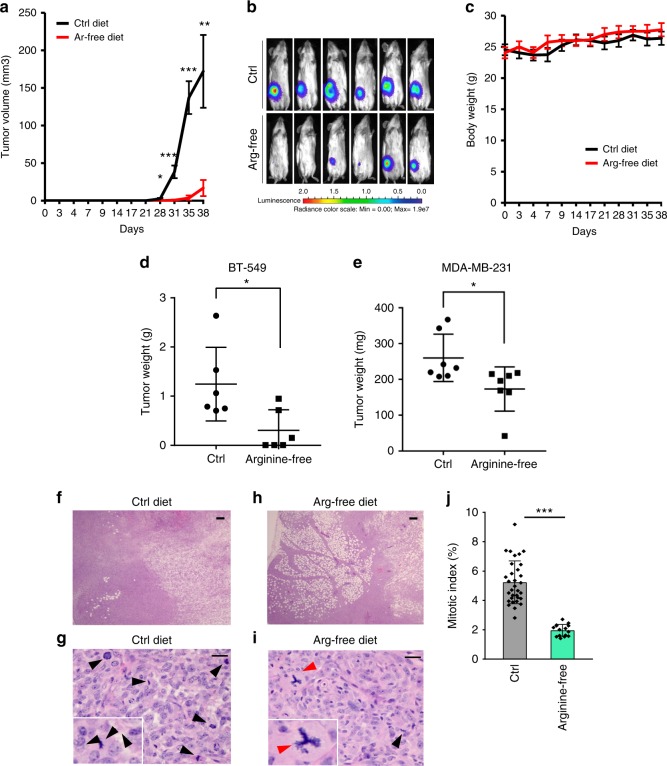
Arginine starvation reduces tumor size in a xenograft model. **a**, **b** The effect of an arginine-free diet, compared to the matched control diet (Ctrl), on orthotopically xenografted luciferase-tagged breast cancer BT-549 cells was measured by tumor volume (**a**) and bioluminescence imaging (**b**). **c** Effect of an arginine free-diet on mouse body weight. **d**, **e** The weights of tumors dissected from BT549 cell xenografted mice (**d**) and MDA-MB-231 cell xenografted mice (**e**) fed with either control or arginine-free diet (Mice failed to develop tumor after arginine starvation was assigned value “0” to for analysis; *n* = 6). **f**–**i** Representative histological analysis (hematoxylin and eosin) of tumors harvested from mice maintained on a control diet (**f**, **g**) and arginine-free diet (**h**, **i**) at day 39 post-tumor cell orthotopic implantation. Arrowheads indicate mitotic cells. Expanded view of the mitotic cells (black arrowheads) and multi-polar anaphase cell (red arrowhead) are shown; scale bar: 50 µm (**f**, **h**); scale bar: 500 µm (**g**, **i**). **j** Mitotic cells were quantified from five high-power fields (HPF) from each group. Data are shown as mean ± S.D.; *p *<* 0.05; **p *<* 0.01; ***p *<* 0.001; ****p *<* 0.0001

## Discussion

Three main findings reported herein led us to conclude that mitochondria are the critical targets linking arginine starvation to cell death: (1) arginine starvation modulates mitochondrial ETC gene expression; (2) arginine starvation induces ATF4-ASNS, which diverts cellular aspartate toward increased asparagine and suppresses the aspartate-malate shuttle; and (3) mitochondria-deficient cells are resistant to the effects of arginine starvation (Supplementary Fig. 9). This metabolic shift reduces mitochondrial OxPhos and impedes nucleotide biosynthesis. Further, our evidence shows that unresolved ATF4-ASNS-dependent ER stress reduces the viability of arginine-starved cells. Our report emphasizes that arginine starvation induces a complicated intracellular response, with both dysregulated ROS and acetyl-CoA production transmitting information about arginine sufficiency (or lack thereof) to the genome. We established that arginine is essential for proper mitochondrial function, which is critical for cellular acetyl-CoA level to maintain the H3K9Ac occupancy of key mitochondrial ETC complex genes. We further demonstrate that aspartate insufficiency, resulting from arginine starvation-induced ASNS overexpression, is an important vulnerability in arginine-starved ASS1-low cells. Because ASNS overexpression induces a metabolic shift, aspartate is conceivably essential for proper mitochondrial respiration and genome integrity in arginine-starved cells.

It is intriguing that the intracellular aspartate levels, albeit inversely correlated with malate levels, transiently increased during arginine starvation (Fig. 1a). Brisoy et al. reported that GOT1 generates aspartate from glutamine decarboxylation, instead of consuming it, during ETC inhibition^55^. This could explain why aspartate was not markedly reduced after arginine starvation, as *GOT1* is markedly induced in arginine-starved cells. In addition, the authors showed that overexpression of SLC1A3 alone rescued the proliferation inhibition caused by ETC inhibition. Our data showed that *SLC1A3* expression was significantly attenuated in arginine-starved cells. However, despite *GOT1* induction, the inability of pyruvate to rescue arginine-starved cells suggests that pyruvate carboxylation to oxaloacetate, which is used by GOT1 to generate aspartate, is likely suppressed in arginine-starved MDA-MB-231 cells. We propose that MDA-MB-231 cells similar to many other cell types rely more on the malate-aspartate shuttle than pyruvate carboxylation to replenish oxaloacetate^56^. Therefore, the down-regulation of *MDH1* and *SLC25A10* by arginine starvation (Fig. 5b) could override the net influx of NADH into mitochondria. These data together suggest that arginine starvation, at least in part, reduces OxPhos, NADH, and aspartate availability through ASNS induction (Supplementary Fig. 9). In the current study, we demonstrated that arginine-starved cells fail to reserve aspartate, resulting in metabolic inflexibility. To support the concept that the aberrant secondary cellular responses to disrupted metabolic homeostasis may contribute to cell death, we showed that supplementation of aspartate or orotate, which alleviate the deficiencies caused by secondary cellular responses to arginine starvation, also alleviate the arginine starvation phenotypes^3,6,25^.

Two recent studies^55,57^ raise the possibility that the impairing effects of arginine starvation on NADH production may be critical for cytotoxicity. They demonstrated that the uncoupling agent FCCP, which dissipates the electrochemical gradient across the mitochondrial membrane, rescues the inhibition of cell viability by oligomycin, an ATP synthase inhibitor, by resetting the NAD^+^/NADH ratio. The authors suggested that uninterrupted NADH flux, allowing for transfer of electrons through the ETC, is indispensable for cell survival and proliferation. Therefore, it is possible that arginine, at least in part, stimulates mitochondrial respiration, which is required for aspartate anabolism and catabolism in proliferating cells. Along these lines, we showed that sustained arginine starvation impairs the mitochondrial ETC and disables the aspartate-mediated compensatory augmentation of mitochondrial function.

In conclusion, these metabolic disruptions clarify how cancer cells respond to arginine starvation through an ATF4-ASNS axis to switch from an adaptive UPR from ER stress to a non-canonical ER stress response and cell death. As a result, cells subjected to prolonged arginine shortages cannot stably supply NADH to fuel mitochondrial ETC Complex I while preventing the lethal cellular stresses associated with starvation. We further demonstrated that dietary limitation of arginine can be effective in retarding the growth of arginine auxotrophic (ASS1-low) breast cancer BT-549 cells. Knockdown of ASNS, an enzyme responsible for *de novo* asparagine synthesis from aspartate and glutamine, allows arginine auxotrophic cancer cells to resist arginine depletion by restricting aspartate consumption. The present work provides insights into a mechanistic link between cell signaling pathways and metabolic pathways in arginine-starved, ASS1-low breast cancer cells. In tumors poorly supplied with nutrients, slowing anabolism can paradoxically promote growth^58,59^; therefore, it is possible that promoting anabolism will maximize the therapeutic potential of arginine starvation in arginine auxotrophic cancer. Our results clarify the metabolic phenotype of arginine starvation and emphasize the importance of activating multiple stress pathways to confer the maximum anti-cancer benefit of arginine starvation.

## Methods

### Cell lines and reagents

All cells were passaged for fewer than 20 passages from liquid N_2_. MDA-MB-231, MCF7, HEK293T, MDA-MB-435, and BT-549 were originally obtained from the American Type Culture Collection (ATCC). MDA-MB-231, MCF7, BT-549 and HEK293T cells were maintained in DMEM (Corning, 10-013-CV); MDA-MB-435 cells in DMEM/F12 (Corning, 10-090-CV) supplemented with 10% fetal bovine serum (Gibco, 10437028) and 1% antibiotics-antimycotics (Gibco, 15240062). The mitochondria-depleted MDA-MB-231 ρ^0^ cell line was a gift from Dr. Kyle Miller (The University of Texas at Austin) and has been maintained in DMEM supplemented with 10% FBS, sodium pyruvate (1 mM), uridine (50 µg/mL), and ethidium bromide (50 ng/mL). sh*ASNS* and sh*Control* cells were maintained in the presence of puromycin (2 µg/mL). The tunicamycin-resistant MDA-MB-231 cells were selected with escalating concentrations of tunicamycin from 20 nM to 2 µM, modified from the previously described method^60^. The cells were initially cultured in DMEM containing tunicamycin at the IC_50_ (20 nM), and then were repeatedly subcultured at a ratio of 1:15 with doubled previous concentrations of tunicamycin when the cell confluency reached 90%. Finally, a pool of resistant MDA-MB-231 cells was selected and maintained in DMEM with tunicamycin (2 µM). Arginine-starved DMEM (Gibco, A14431-01) was supplemented with 10% dialyzed fetal bovine serum (Gibco, 26400), L-glutamine (4 mM, Gibco, 25030081), and L-lysine (0.8 mM, Sigma-Aldrich, L5501). Dimethyl-2-ketoglutarate (DKG) (349631), tunicamycin (T7765), thapsigargin (T9033), puromycin (P8833), N-acetyl-L-cysteine (A7250) asparagine (A4159), and aspartic acid (A8959) were obtained from Sigma-Aldrich.

### Metabolomics

The experiments were performed as described61. Briefly, the experimental cells were grown to 70% confluence and three biological replicates, consisting of equal numbers (approximately 2 × 106) of cells, were included in each group. Metabolite extraction, mass spectrometry analysis, and data analysis were carried out at the UCLA Metabolomics center. To extract the intracellular metabolites, the cells were briefly rinsed with cold ammonium acetate (150 mM, pH 7.3), and scraped into cold 80% methanol (1 ml, −80 °C on dry ice). The cell suspensions were thoroughly mixed in microcentrifuge tubes with addition of norvaline (10 nM, as an internal standard) followed by centrifugation (18,000×*g*) at 4 °C. The supernatant was dried under vacuum in a new glass tube and resuspended in 50% acetonitrile (ACN, 50 µl). Five microliter of the resolved samples were applied for analysis. Chromatographic separation was performed on an UltiMate 3000RSLC system (Thermo Scientific) equipped with a Luna NH2, 150 mm × 2 mm column (from Phenmenex), using the following gradient: (A) NH_4_AcO (5 mM, pH 9.9) and (B) ACN; in 18 min, the gradient starts from 15% (A) to 90% (A), followed by an isocratic step for 9 min and reverse to the initial 15% (A) for 7 min. Eluting compounds were detected by a Q Exactive mass spectrometer (Thermo Scientific) with polarity switching (+3.50 kV/−3.50 kV) in full scan mode with an m/z range of 65–975. Detected Metabolites were identified by mass measurements (≤ 3ppm) and retention times using TraceFinder 3.3. The statistical analyses were performed using 2-way ANOVA. The metabolites that were significantly altered (*p* < 0.05) in the metabolomics study were submitted for metabolic pathway and impact analysis. The analysis was performed at the MetaboAnalyst 3.0 web server (http://www.metaboanalyst.ca^62^) using a hypergeometric test for overrepresentation analysis and relative-betweenness centrality based on the KEGG database (Release 82.1). For acetyl-CoA quantification, an equal number of cells from each group was snap-frozen in liquid nitrogen after harvesting. The frozen cell pellet was thawed on ice, subjected to metabolite extraction twice with 100% methanol (HPLC grade) and once with distilled water, and dried at 30 °C. Metabolite identification was conducted using a MALDI-TOF/TOF 5800 system (AB SCIEX) mass spectrometer. The mass-detecting range was from 50 to 1,000 Da, with a focus at 500 Da. Metabolite peaks were identified based on the mass-to-charge (m/z) ratio referenced from multiple Massbank databases (MoNA http://mona.fiehnlab.ucdavis.edu/, MassBank http://www.massbank.jp/?lang=en, and NORMAN MassBank http://massbank.eu/MassBank/) and quantified by peak intensities. The average peak intensities for each metabolite were calculated from seven mass spectra generated from the same sample and presented as relative fold change to the control group. The peak intensity of the CHCA (*m*/*z* = 188) matrix was used for signal normalization control for sample loading and excitation efficiency.

### Metabolic stable isotope tracing

[U-^13^C]aspartate tracer (CLM-1801-H-0.25) were purchased from Cambridge Isotope Labs Inc. Stable isotope tracing experiments to determine isotopologue distributions in soluble metabolites were performed as described previously^63,64^. The control and arginine-starved (48 h) MDA-MB-231 cells were incubated in [U-^13^C]aspartate containing medium during the last 6 h of arginine starvation. The intracellular metabolites were harvested, derivatized and measured with gas chromatography mass spectrometry. For simplicity, only the m + 4 isotopologue of metabolites were shown as the products of the first-round aspartate catabolism.

For ^13^C-glucose labeling experiments, cells were cultured in full growth medium or arginine depleted medium for 48 h. [U-^13^C]glucose (10 mM) tracer medium with or without arginine were applied to cells for 6 h prior to harvesting. Isotope-labeled aspartate and glucose tracer medium was prepared from phenol red-free, glucose-free, arginine-free, lysine-free, glutamine-free DMEM (Gibco) supplemented with 10% dialyzed FBS, DMEM-levels of L-lysine and L-glutamine.

### dNTP measurement

Cells (1 × 10^6^) were extracted with freon/trioctylamine (55%:45%) and vortexed, followed by centrifugation at 20,000×*g* for 5 min. The supernatant was transferred into a new tube. Determination of the dNTP pool in each supernatant was based on DNA polymerase-catalyzed incorporation of radioactive dNTP into the synthetic oligonucleotide template as described^65^. The reaction mixture (100 μL) contained 40 mM Tris-HCl (pH 7.4), MgCl_2_ (10 mM), dithiothereitol (5 mM), oligonucleotide template (0.25 μM), RNase A (1.5 μg), ^3^H-dATP (for dTTP, dCTP, and dGTP) or ^3^H-dTTP (for dATP) (0.25 μM), Klenow fragment (0.2 units, NEB, for dTTP), Klenow fragment (0.025 units, NEB, for dATP), or Taq polymerase (2 units, Zgene, for dCTP and dGTP) and 16 μL cell extract. Incubation was carried out for 60 min at 37 °C for dTTP and dATP, or at 48 °C for dCTP and dGTP, and reaction mixtures were spotted onto Zeta-probe blotting membrane (Bio-Rad). The membranes were dried, washed with 5% Na_2_HPO_4_ (3 × 5 min), and rinsed once with distilled water and once with 95% ethanol. After drying, 3 mL of Scintillation Cocktail (Perkin Elmer Ultima Gold) was added to the membranes. Radioactivity was measured in a liquid scintillation counter (HIDEX 300 SL).

### Comet assay

The alkaline comet assays were done using the CometAssay kit (4050-050-K) with the CometAssay Eletrophoresis System II (4250-050-ES) from Trevigen following the manufacturer’s instructions. Briefly, the cells were diluted to a concentration of 10^5^ cells/ml, and 25 µl of the cells were mixed with 250 µl of the LMAgrose (Trevigen, 4250-050-02 LMAgrose,). 50 µl of the mixture was applied to the provided slides. The gel spots were allowed to solidify at 4 °C in the dark and subsequently incubated with lysis solution (Trevigen, 4250-050-01) with 1% DMSO at 4 °C overnight. The slides were then immersed in alkaline unwinding solution (200 mM NaOH, 1 mM EDTA, pH > 13) for 1 h at 4 °C and subjected to electrophoresis in alkaline buffer (200 mM NaOH, 1 mM EDTA, pH > 13). The slides were washed twice with dH_2_O and once with 70% ethanol after electrophoresis and air dried at 37 °C. DAPI mounting solution (Life Technologies, P36935) was used to visualize the DNA fragments. Analysis and quantification of DNA damage (Tail moment = Tail length × Tail% of DNA) were performed using fluorescence microscopy and the OpenComet module of Image J (NIH).

### CRISPR knockout of TFAM

Guide RNAs were designed using the online CRISPR design tool (http://crispr.mit.edu/). The forward primer (5′-CACCGTGGCGTTTCTCCGAAGCATG-3′) and reverse primer (5′-AAACCATGCTTCGGAGAAACGCCAC-3′) were cloned into lentiCRISPR v2 (Addgene, 52961) containing the entire guide RNA scaffold, as described previously^66^. Lentiviral medium was produced and applied to MDA-MB-231 cells. Clonal cell lines were isolated by serial dilution and confirmed by PCR sequencing and Western blot. Off-target activity was analyzed by deep sequencing and aligned using BLAST (NIH). TFAM-KO cells were cultured in DMEM supplemented with 10% FBS and uridine (5 µg/ml).

### RNA extraction, RNA sequencing, and qRT-PCR

Total RNA was extracted from cells using the TRIzol reagent (Thermo Fisher, 16696026) for RNA-seq or RNeasy mini kit (Qiagen, 74104) for qRT-PCR. RNA-seq was conducted by the Integrative Genomics Core at City of Hope and the data are available in the Gene Expression Omnibus (GEO) database (GSE104105). qRT-PCR was performed as described previously^3,6^. The primers used in this study are listed in Supplementary Table 1. qRT-PCR data were analyzed using 2^ΔΔCt^ method and the relative mRNA abundance was calculated, after normalization to 18S RNA, by designating the mean mRNA abundance in the control condition as 1. At least 3 biological replicates were included for each analysis.

### Chromatin immunoprecipitation and PCR (ChIP-PCR)

The ChIP assay was performed according to the method described in ref.^67^ with some modifications. Briefly, the cells were cross-linked with 1% formaldehyde (Sigma-Aldrich, 47608) for 10 min at room temperature and quenched with 125 mM glycine for another 10 min. The cells were washed once with ice-cold PBS, scraped off the plate, and sonicated using a Bioruptor Pico (Diagenode) with 5 cycles of 30 s on and 30 s off at a high power setting. Sonicated samples were cleared by centrifugation at 14,000×*g* at 4 °C for 10 min. The supernatant of each sample was first cleared by incubating with pre-blocked Protein G PLUS-agarose beads (Santa Cruz, sc-2002) at room temperature for 1 h and then with antibodies against either H3K9-Ac or mouse IgG (1 µl per IP; Active Motif) at 4 °C overnight. Next, 25 µl of pre-blocked agarose beads was added to each sample tube and rocked at 4 °C for 3 h. IP samples were washed sequentially with 0.1% SDS IP buffers with low and high sodium chloride concentrations, respectively. Reverse cross-linking was performed on all samples at 65 °C overnight. ChIP DNA was extracted by phenol/chloroform/isoamyl alcohol (pH 7-8, Fisher Scientific) at a ratio of 1:1 (v/v) and precipitated by incubating at −80 °C for 1 h after sequentially adding 3 M NaOAc (1:1, v/v, Fisher Scientific), glycogen (1 µl of 20 mg/ml stock; Roche), and 100% ethanol (1:2.5, v/v). The DNA pellets were washed with 500 µl of 70% ethanol and pelleted by centrifugation at 14,000×*g* at 4 °C for 5 min. The DNA pellets were air-dried, reconstituted in 30 µl of nuclease-Free water (Ambion, AM9938), and analyzed by qPCR (2 µl per reaction) with iTaq Universal SYBR Green Supermix (Bio-Rad, 1725122) on an iCycler iQ Real-Time PCR Detection System (Bio-Rad).

### Virus production and transduction

DNA encoding shRNA against *ASNS* in a pLKO.1 lentiviral backbone was obtained from the RNAi Consortium (Broad Institute). pΔ8.7 and pVSV-G were co-transfected with pLKO.1 using Lipofectamine 2000 (Life Technologies, 11668-019) into HEK293T cells to generate lentivirus, as described previously^3,6^. For viral transduction, the cells were infected with media containing viruses in the presence of polybrene (8.3 µg/mL), followed by puromycin (2 µg/mL) selection.

### Cell viability assay and siRNAs

The acid phosphatase (ACP) assay was used to measure cell viability, as described previously^3,6^. The cells (5000/well) were seeded into 96 well-plates and were incubated with various treatments as specified for 3 days. TSC1 (sc-37437), TSC2 (sc-36762), ATF3 (sc-29757), ATF4 (sc-35112), GCN2 (sc-45644) siRNAs were purchased from Santa Cruz. Each siRNA product is a pool of 3 target-specific siRNAs of 19–25 nt. Individual ASNS, ATF4, and XBP1 ON-TARGETplus siRNAs were acquired from Dharmacon (Supplementary Table 2). siRNA transfection was performed according to the protocol of the manufacturer. Cells were re-plated at 24 h post-transfection onto a 96-well plate and incubated in arginine-depleted medium for 72 h once they attached. ACP assay was conducted at the end-point of the experiment.

### Western blot and antibodies

Western blotting was conducted as described previously^3,6^. Immunoblots were visualized using the ChemiDoc Imaging System (Bio-Rad). After chemiluminescent reaction, blots were visualized with a ChemiDoc Touch Imaging System (Bio-Rad). The signal intensities of the captured images were analyzed with Image Lab Software (Bio-Rad, version 5.2.1). Results of Western analyses shown are representatives of at least three independent experiments. Antibodies used were OXPHOS Cocktail (MS501) from MitoSciences (1:1000); β-actin (MAB1501R) from Millipore (1:5000); GAPDH (sc-25778) from Santa Cruz (1:5000); H3 (39763; 1:10,000), H3K9me3 (61013; 1:1000), and H3K9Ac (61251; 1:1000) from Active Motif; eIF2α (2103S), p-eIF2α (9721S), p70S6K (9202), phospho-p70S6K (Thr389, 9234) and ATF4 (11815S) from Cell Signaling (1:1000 for all); Pan Acetyl-H3 (ab47915; 1:1000) from Abcam; HIF-1α (610958; 1:3000) from BD Biosciences; and ASNS (14681-1-AP; 1:3000) from Proteintech. The anti-ASS1 antibody was a gift from L.-J. Shen^6^.

### Intracellular ROS measurement

DCFDA (Sigma-Aldrich, D6883) was used for ROS measurement, as described previously^6^. Briefly, the cells were stained with DCFDA (10 nM) for 30 min. The oxidized DCF has a maximum emission at 530 nm and was analyzed using flow cytometry (Accuri C6, BD).

### Bioinformatics

The results herein are based in part upon data generated by The Cancer Genome Atlas (TCGA) Research Network (http://cancergenome.nih.gov/). TCGA Pan-Cancer RNA-Seq expression data (level 3 data from Illumina HiSeq platform from February 2015)^28^ were applied to the analysis of *ASS1* gene expression pattern. TCGA cancer types having no more than 5 samples of normal tissues were excluded from the analysis. Log2-transformed expression values were used for plotting and statistical analysis. Standard box plots were used to visualize the expression distribution and differences among different sample types. Statistical significance of the expression differences between groups was determined using Welch’s t-test.

### Oxygen consumption rate and extracellular acidification rate

Mitochondrial OCR and ECAR were measured using the Seahorse Bioscience XF96 or XF24 Extracellular Flux Analyzer (Agilent). Briefly, 2–8 × 10^4^ cells were seeded in cell culture microplates overnight. The next day, the medium was changed to arginine-deficient medium or media with various drug treatments. On the day of the experiment, the cells were washed and incubated with XF Assay medium (Agilent, 102365-100) supplemented with glucose (25 mM) and sodium pyruvate (1 mM) for OCR, or XF Base Medium (Agilent, 102353-100) supplemented with glutamine (2 mM) for ECAR. The pH value of the assay medium was adjusted to 7.4. OCR was measured following sequential injections of oligomycin (1 mM), FCCP (0.5 mM), and rotenone (2.5 mM), and ECAR was measured with sequential injections of glucose (80 mM), oligomycin (9 µM), and 2-deoxyglucose (1 M) according to the manufacturer’s instructions. The OCR and ECAR measurements were normalized to cell numbers.

### Glutamate-stimulated NADH autofluorescence assay

The cells were trypsinized and maintained in a resting condition, i.e., low glucose Krebs-Ringer bicarbonate-HEPES buffer medium containing NaCl (135 mM), KCl (3.6 mM), HEPES (10 mM), NaHCO_3_ (5 mM), NaH_2_PO4 (0.5 mM), MgCl_2_ (0.5 mM), CaCl_2_ (1.5 mM) and glucose (0.5 mM). Then, cells were stimulated by glutamate (200 mM) in the dark for 15 min. Autofluorescence of NADH was measured using a BD LSRFortessa cell analyzer (BD Biosciences) with excitation and emission filters set at 350 nm and 490 nm, respectively. The experimental values were corrected by subtracting the background.

### Xenograft mouse model, arginine-free diet, and tumor characterization

Animal experiments were approved by the Institutional Animal Care and Use Committee at City of Hope. Luciferase-tagged BT-549 cells (3.3 × 10^5^) were injected into the mammary fat pads of 6-week-old female *NOD.Cg-PrkdcscidIl2rgtm1Wjl/SzJ* (NSG) mice. The mice were separated into 2 groups with 8 mice in each group. One group was fed with a control diet (Teklad, TD.01804) and the second group was fed with an arginine-free diet (Teklad, TD.09152). The diet was initiated one week prior to tumor inoculation. Tumor size and mouse weight were measured twice a week. Tumor size was calculated with the equation (LxW^2^)/2, where L is length and W is width of the tumor. The tumor masses were excised *en bloc* and fixed in 10% neutral-buffered formalin for 48 h. Tissue embedding, sectioning, and staining with hematoxylin and eosin were performed in the City of Hope Pathology Core. Briefly, after deparaffinization and rehydration, the sections were stained with hematoxylin for 4 min, rinsed in tap water, and destained with 0.3% acid alcohol. After rinsing in tap water, the sections were stained with eosin for 2 min, followed by dehydration, clearing, and mounting. The mitotic cells were enumerated in 5 non-overlapping 5× or 10× fields and counted with Image-Pro Premier 9.0 (Media Cybernetics); slides from at least 3 tumors were included in each group.

### In vivo bioluminescence imaging

For four weeks after tumor cell inoculation, the mice were imaged every week with Ami HTX optical imaging system (Spectral Instruments Imaging). Before each imaging session, the mice were injected with D-luciferin (150 mg/Kg in saline, PerkinElmer, 122799) and exposed to a 2–5% isoflurane/oxygen mixture for anesthesia. Images were taken 8 min after injection of D-luciferin and with 20 s and 40 s exposure times.

### Statistical analysis

Data with error bars are presented as mean ± S.D. Student’s two-tailed *t* test was used to determine the *p*-value. Differences were considered statistically significant when the *p*-value was <0.05.

## Electronic supplementary material

Supplementary Information

## Data Availability

RNA sequencing data shown in Figs. 2a and 4a are deposited at Gene Expression Omnibus (GEO) database of NCBI. The data set can be accessed by its accession code GSE104105. Metabolomics data presented in Fig. 1 is deposited at MetaboLights of EMBL-EBI. The complete dataset can be accessed with the identifier MTBLS745. All other relevant data present in this paper are available in this article or from the authors upon request.

# Supplementary material for: Arginine starvation kills tumor cells through aspartate exhaustion and mitochondrial dysfunction
**Source:** Commun Biol. 2018 Oct 26;1:178. doi: 10.1038/s42003-018-0178-4
**Supplement:** Supplementary file 1 — Supplementary Information

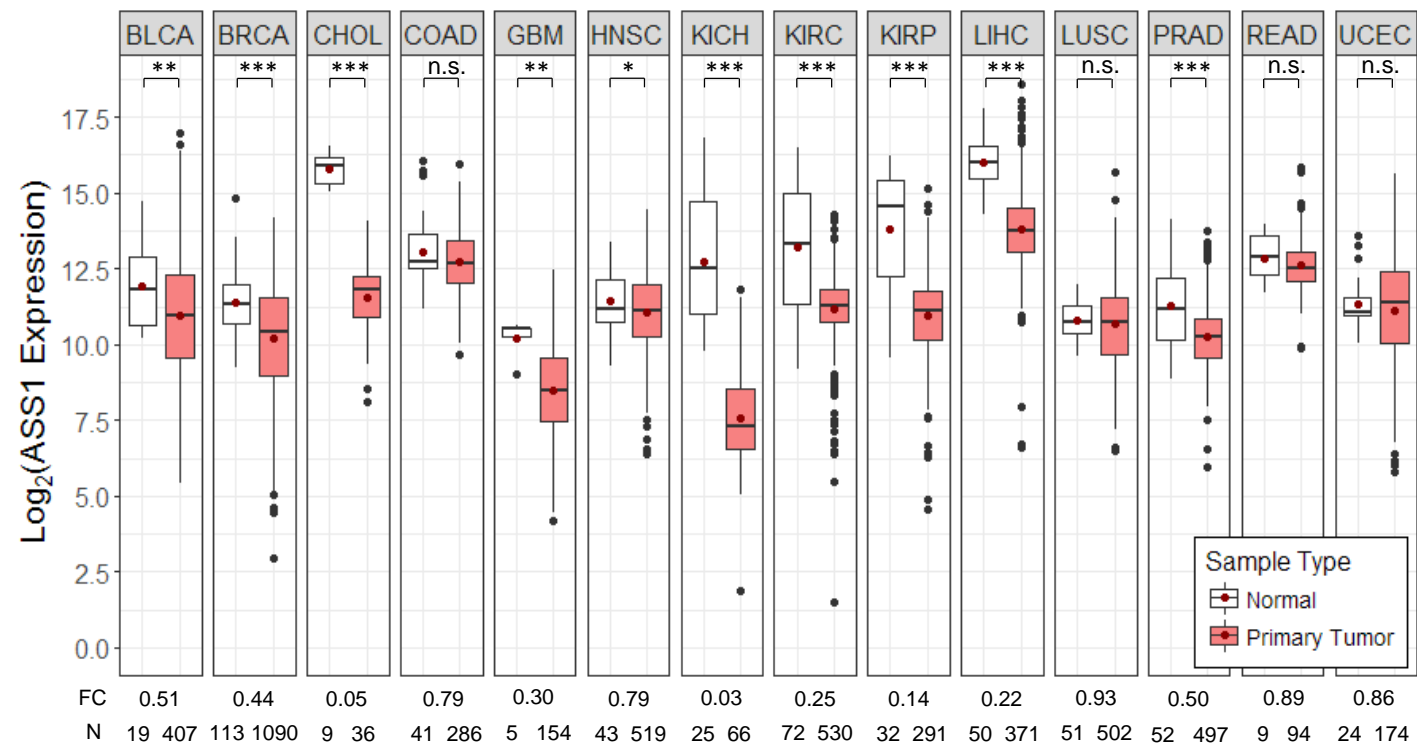

**Supplementary Figure 1. Down-regulation of *ASS1* gene expression across multiple human cancer types.** Data from The Cancer Genome Atlas (TCGA) Pan-Cancer project were applied to compare the expression levels between primary tumors and normal tissues using RNA-Seq data. Sixteen cancer types, having at least 5 samples for both normal tissues and primary tumors, were included in this analysis. Red dots in the standard box-plots indicate the average expression values. Fold change (FC) of the normalized expression values and the number (N) of samples are labeled at the bottom. BLCA: Bladder urothelial carcinoma, BRCA: Breast invasive carcinoma, CHOL: Cholangiocarcinoma, COAD: Colon adenocarcinoma, GBM: Glioblastoma multiforme, HNSC: Head and neck squamous cell carcinoma, KICH: Kidney chromophobe, KIRC: Kidney renal clear cell carcinoma, KIRP: Kidney renal papillary cell carcinoma, LIHC: Liver hepatocellular carcinoma, LUSC: Lung squamous cell carcinoma, PRAD: Prostate adenocarcinoma, READ: Rectum adenocarcinoma, and UCEC: Uterine corpus endometrial carcinoma. *p*-values between groups were determined using Welch's t-test. n.s., not significant; \*:  $p < 0.05$ ; \*\*:  $p < 0.01$ ; \*\*\*:  $p < 0.001$ .

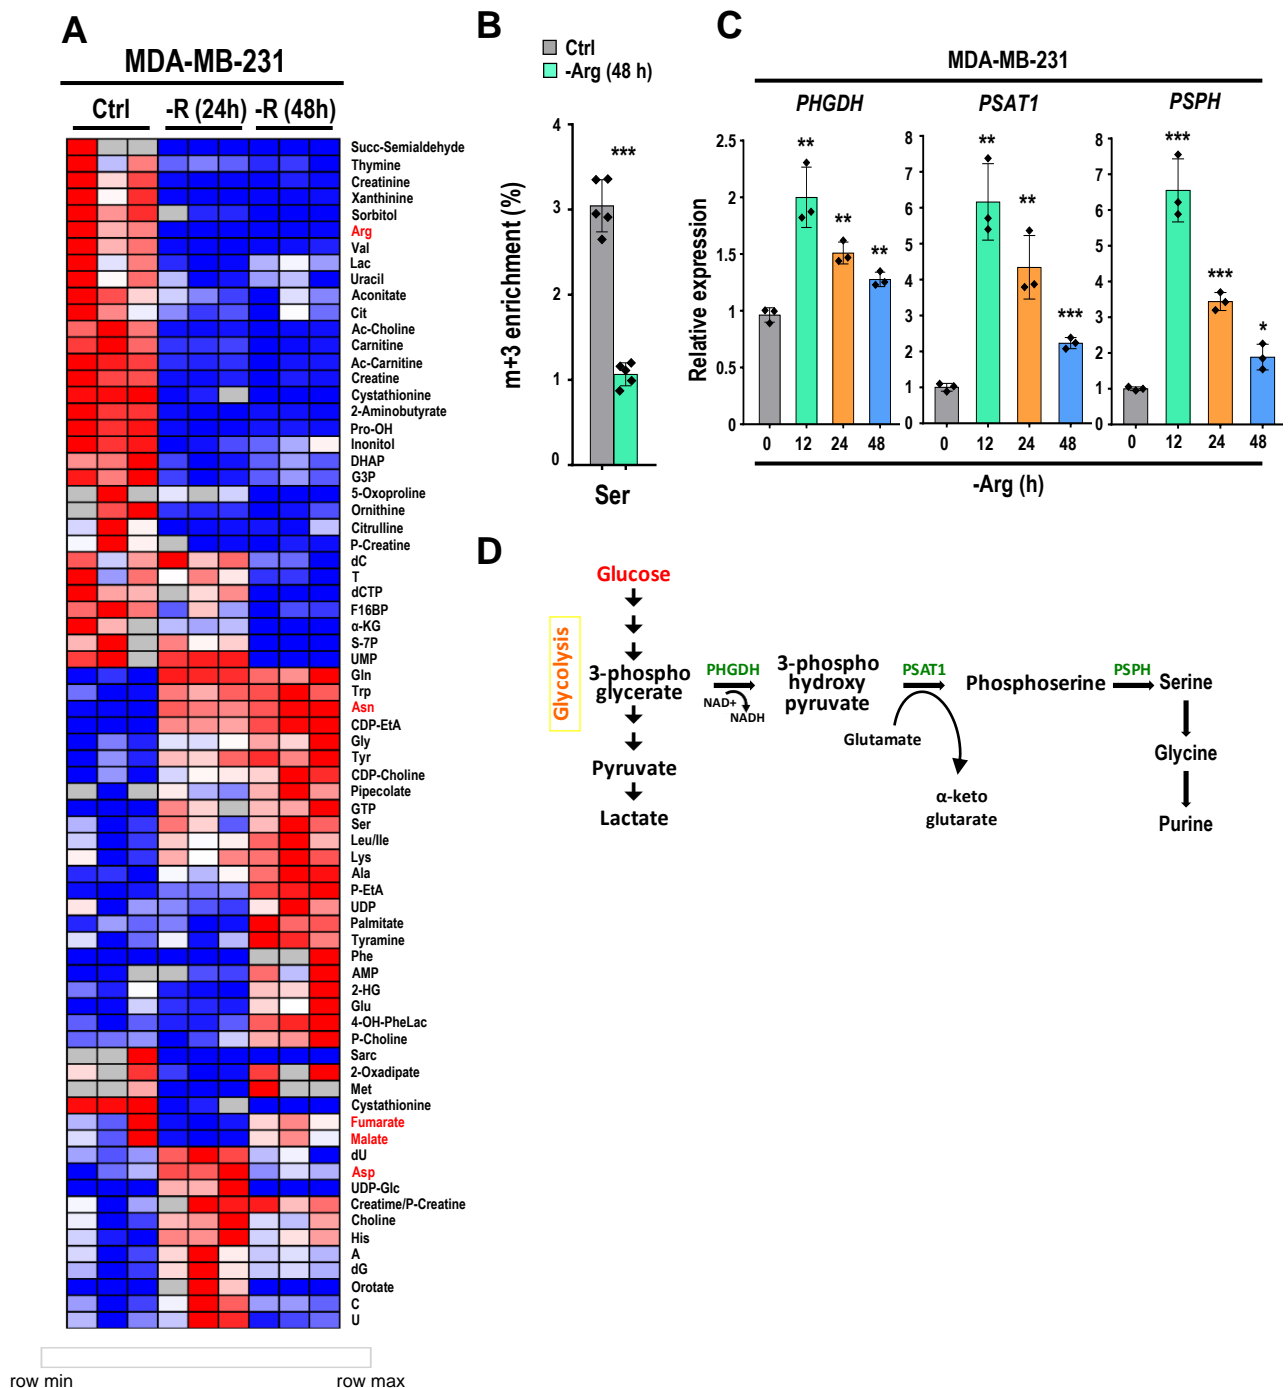

**Supplementary Figure 2. Alterations in glycolysis and TCA intermediates after arginine starvation. (A)** Clustering analysis and heatmap of metabolites from MDA-MB-231 cells cultured in full (Ctrl) or arginine-starved (-R; 24 and 48 h) medium (n=3 per group). Data are shown on the log2 scale. Notable changes in arginine (Arg), asparagine (Asn), aspartate (Asp), fumarate (Fum), malate (Mal) are highlighted in red. **(B)** [<sup>13</sup>C] m+3 enrichment of serine from [U-<sup>13</sup>C] glucose in MDA-MB-231 cells under 48 h arginine starvation; n=5. **(C)** qRT-PCR analyses of *PHGDH*, *PSAT1* and *PSPH* expression during arginine starvation in MDA-MB-231 cells. For bar graphs, data are shown as mean ± S.D.; n=3. \*:  $p < 0.05$ ; \*\*:  $p < 0.01$ . **(D)** Diagram of directing glycolytic intermediate to serine/glycine biosynthesis.

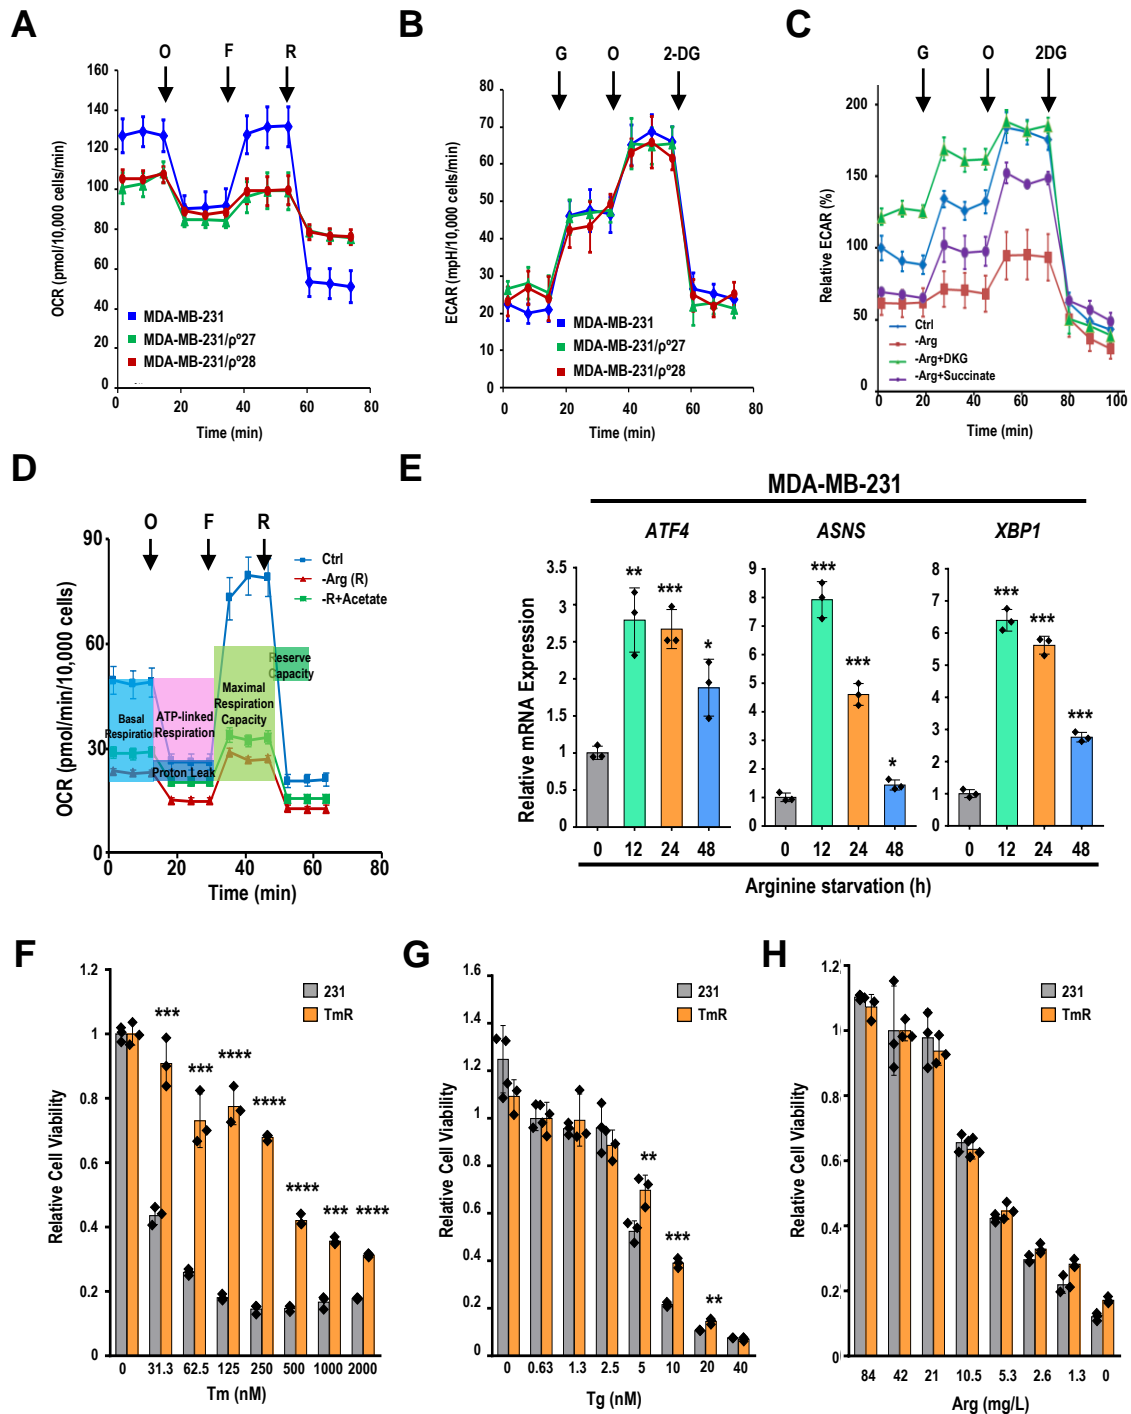

**Supplementary Figure 3. Mitochondria and *ASNS* are targets of arginine starvation.** (A) The oxygen consumption rate (OCR) and (B) extracellular acidification rate (ECAR) were measured in cells lacking mitochondria (p<sup>0</sup> cells); n=5. (C) ECAR of arginine-starved MDA-MB-231 cells supplemented with succinate (10 mM) or the  $\alpha$ -ketoglutarate analogue dimethyl-2-ketoglutarate (DKG, 10 mM); n=5. Relative ECAR was calculated by designating the basal ECAR of cells in full medium as 100%. (D) Effect of arginine starvation and replenishment with acetate (10 mM) on OCR measured using a Seahorse bioanalyzer in MDA-MB-231 cells; n=5. (E) qRT-PCR analyses of *ATF4*, *ASNS* and *XBP1* mRNA expression in MDA-MB-231 cells at different time points of arginine starvation; n=3. (F-H) Cell viability of tunicamycin-resistant (TmR) MDA-MB-231 cells in response to (F) tunicamycin (Tm) or (G) thapsigargin (Tg) treatment. (H) Comparison of cell viability after arginine starvation for TmR and parental cells. (A-D) O: oligomycin; F: FCCP; R: rotenone; G: glucose; 2DG: 2-deoxyglucose. For bar graphs, data are shown as mean  $\pm$  S.D.; n=3. \*\*:  $p < 0.01$ ; \*\*\*:  $p < 0.001$ ; \*\*\*\*:  $p < 0.0001$ .

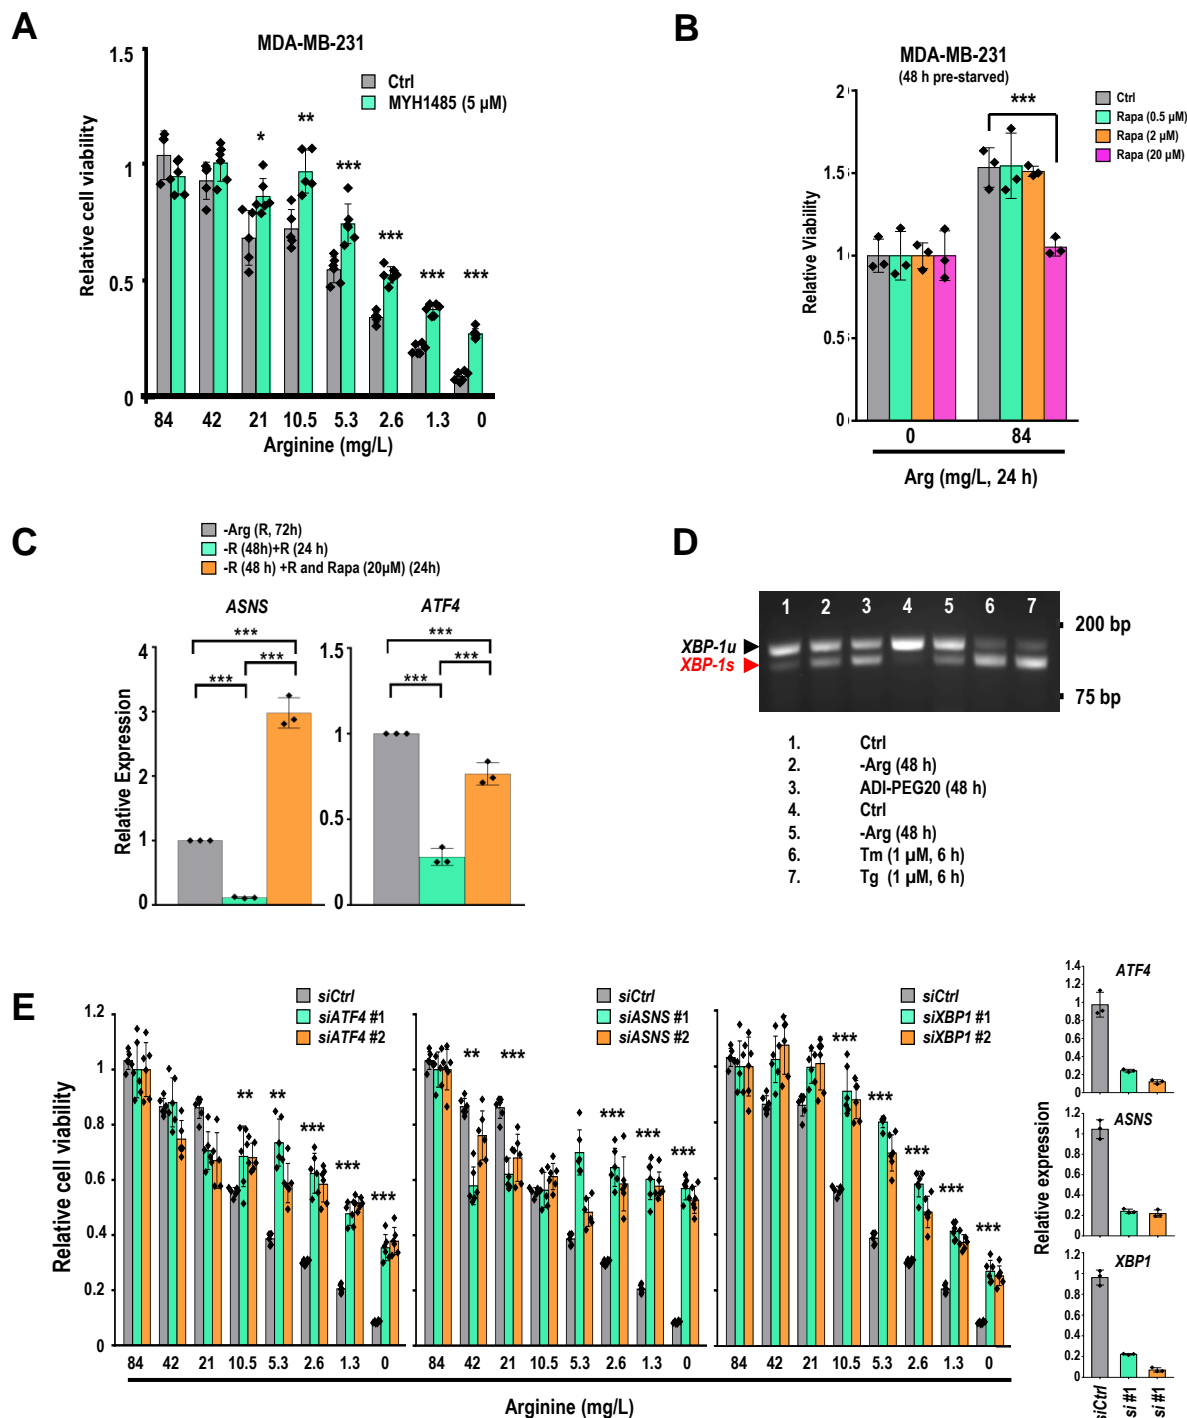

**Supplementary Figure 4. Figure S4. Arginine starvation-induced ATF4-ASNS signaling is partially mediated through mTOR pathway. (A)** Effect of mTOR activator MHY1485 (5 $\mu$ M) on cell viability of MDA-MB-231 cells upon arginine starvation; n=5. **(B)** Effect of rapamycin on cell viability rescue (24h) after 48 h arginine starvation. MDA-MB-231 cells were first starved with arginine free medium for 48 h and replenished with arginine free, full medium or full medium containing different concentrations of rapamycin for 24 h; n=3. **(C)** qRT-PCR measurements of *ASNS* and *ATF4* mRNA level in arginine starved MDA-MB-231 cells after 24 h rescue with or without rapamycin (20  $\mu$ M, 24 h); n=3. **(D)** *XBP1* mRNA alternative splicing was analyzed by RT-PCR using total RNA extracted from arginine starved MDA-MB-231 (lane1-3,6,7) and BT549 cells (lane 4,5). Tm: tunicamycin; Tg: thapsigargin; *XBP-1u*: un-spliced *XBP-1*; *XBP-1s*: spliced *XBP-1*. **(E)** Cell viability of MDA-MB-231 cells under arginine starvation with ATF4, ASNS, or XBP1 down-regulation by siRNAs. Knockdown of ATF4, ASNS, and XBP1 were confirmed by qRT-PCR; n=3. Data are shown as mean  $\pm$  S.D.; n=5. \*:  $p < 0.05$ ; \*\*:  $p < 0.01$ ; \*\*\*:  $p < 0.001$ .

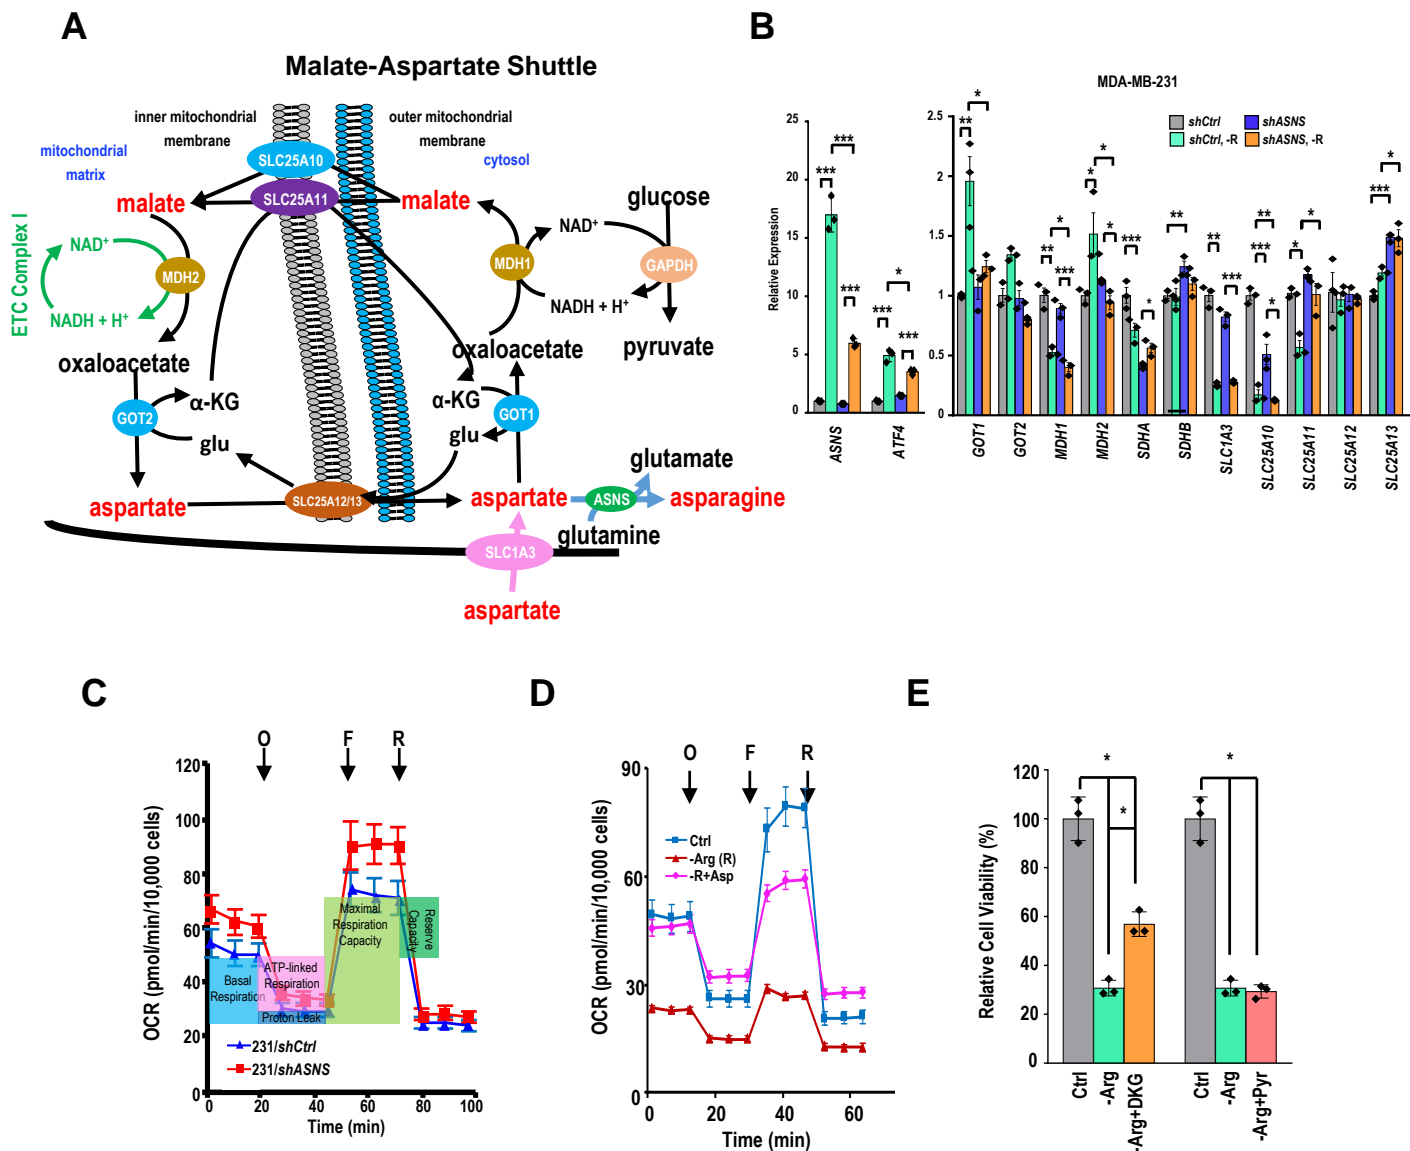

**Supplementary Figure 5. Arginine starvation suppresses the malate-aspartate shuttle.** (A) Schematic of the malate-aspartate shuttle and ASNS. The malate-aspartate shuttle translocates electrons produced during glycolysis across the mitochondrial membrane to fuel OxPhos. Specifically, cytosolic malate dehydrogenase 1 (MDH1) converts oxaloacetate and NADH to malate and NAD<sup>+</sup>. Once malate is formed, SLC25A10 and SLC25A11 import the malate from the cytosol into the mitochondrial matrix<sup>1</sup>, where malate (and NAD<sup>+</sup>) is converted back to oxaloacetate (and NADH) by mitochondrial malate dehydrogenase 2 (MDH2). Subsequently, mitochondrial aspartate aminotransferase 2 (GOT2) converts oxaloacetate to aspartate, which is exported to cytoplasm by SLC25A12 and SLC25A13<sup>1</sup>. α-KG: α-ketoglutarate; glu: glutamate. (B) qRT-PCR analyses of ASNS, ATF4 and malate-aspartate shuttle gene expression in MDA-MB-231 cells with or without arginine, and in ASNS-knockdown cells. The relative mRNA abundance was calculated by designating the mRNA abundance in *shCtrl*-cells as 1. (C) OCR was measured in *shCtrl*- and *shASNS*-cells. Data are shown as mean ± S.D.; n=8. (D) Effect of arginine starvation (-R; 48h) and replenishment with aspartate (Asp, 10 mM) on OCR in MDA-MB-231 cells; n=3. (C, D) O: oligomycin; F: FCCP; R: rotenone. (E) Cell viability of pyruvate (10 mM)- or dimethyl-α-ketoglutarate (DKG, 10 mM)-supplemented arginine-starved MDA-MB-231 cells. For bar graphs, data are shown as mean ± S.D.; n=3. \*: *p* < 0.05; \*\*: *p* < 0.01; \*\*\*: *p* < 0.001.

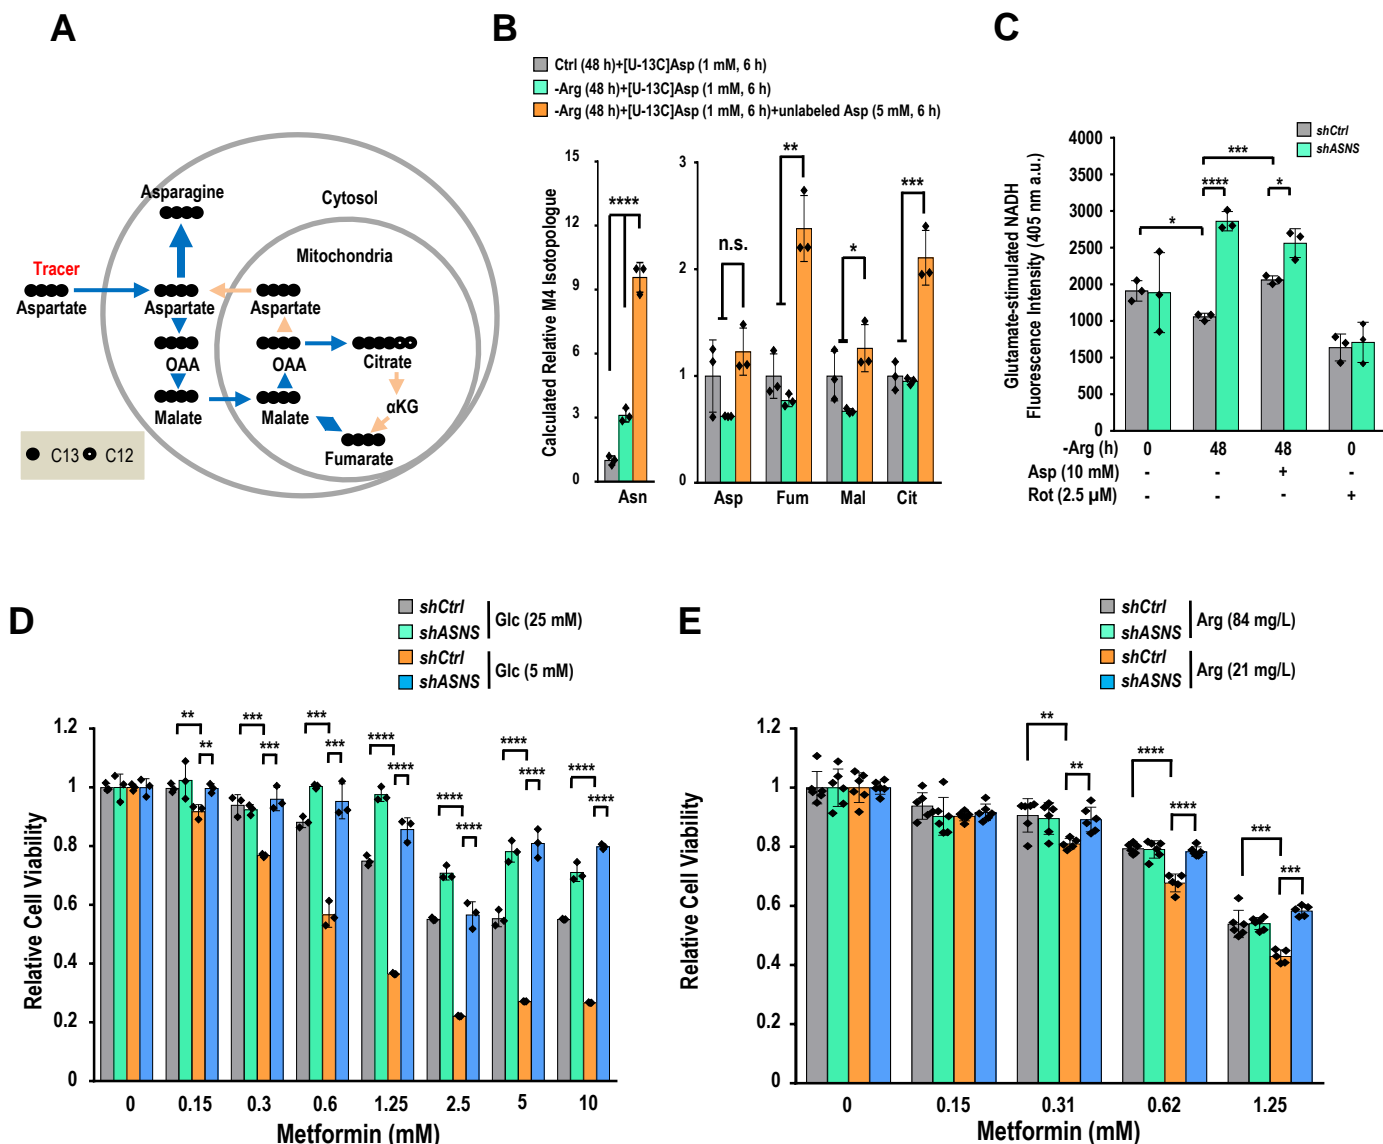

**Supplementary Figure 6. Aspartate supplementation rescues the production of TCA intermediates, NAD<sup>+</sup>/NADH ratio and NADH abundance in arginine-starved MDA-MB-231 cells.** (A) Illustration of [U-<sup>13</sup>C]aspartate tracing. For simplicity, only the major first round reactions of aspartate catabolism are shown in blue lines. Open circles represent natural carbon 12, and the solid circles indicate the carbon 13 isotope. OAA: oxaloacetate; αKG: α-ketoglutarate. (B) Control (+Arg) or arginine starved (-Arg, 48 h) MDA-MB-231 cells were cultured with [U-<sup>13</sup>C]aspartate (1 mM) for 6 h. The relative aspartate-derived m+4 fractions of intracellular asparagine (Asn), aspartate (Asp), fumarate (Fum), malate (Mal), and citrate (Cit) were measured with GC mass spectrometry. As [U-<sup>13</sup>C]aspartate only contributes to 1/6 of the total aspartate in the 6 mM condition, the data are shown as 6x the original measurement ; n=3. (C) Glutamate-stimulated NADH levels in *shCtrl*- and *shASNS*-MDA-MB-231 cells after arginine starvation with or without aspartate (Asp) or rotenone (Rot, control) measured by autofluorescence; n=3. (D) Viability of *shCtrl*- and *shASNS*-MDA-MB-231 cells in response to metformin treatment and glucose modulation ; n=3. (E) Viability of *shCtrl*- and *shASNS*-MDA-MB-231 cells in response to metformin treatment and arginine modulation. Cells were incubated with various concentrations of metformin in low glucose (5 mM) medium supplied with either high (84 mg/L) or low (21 mg/L) arginine for 72 h ; n=6.

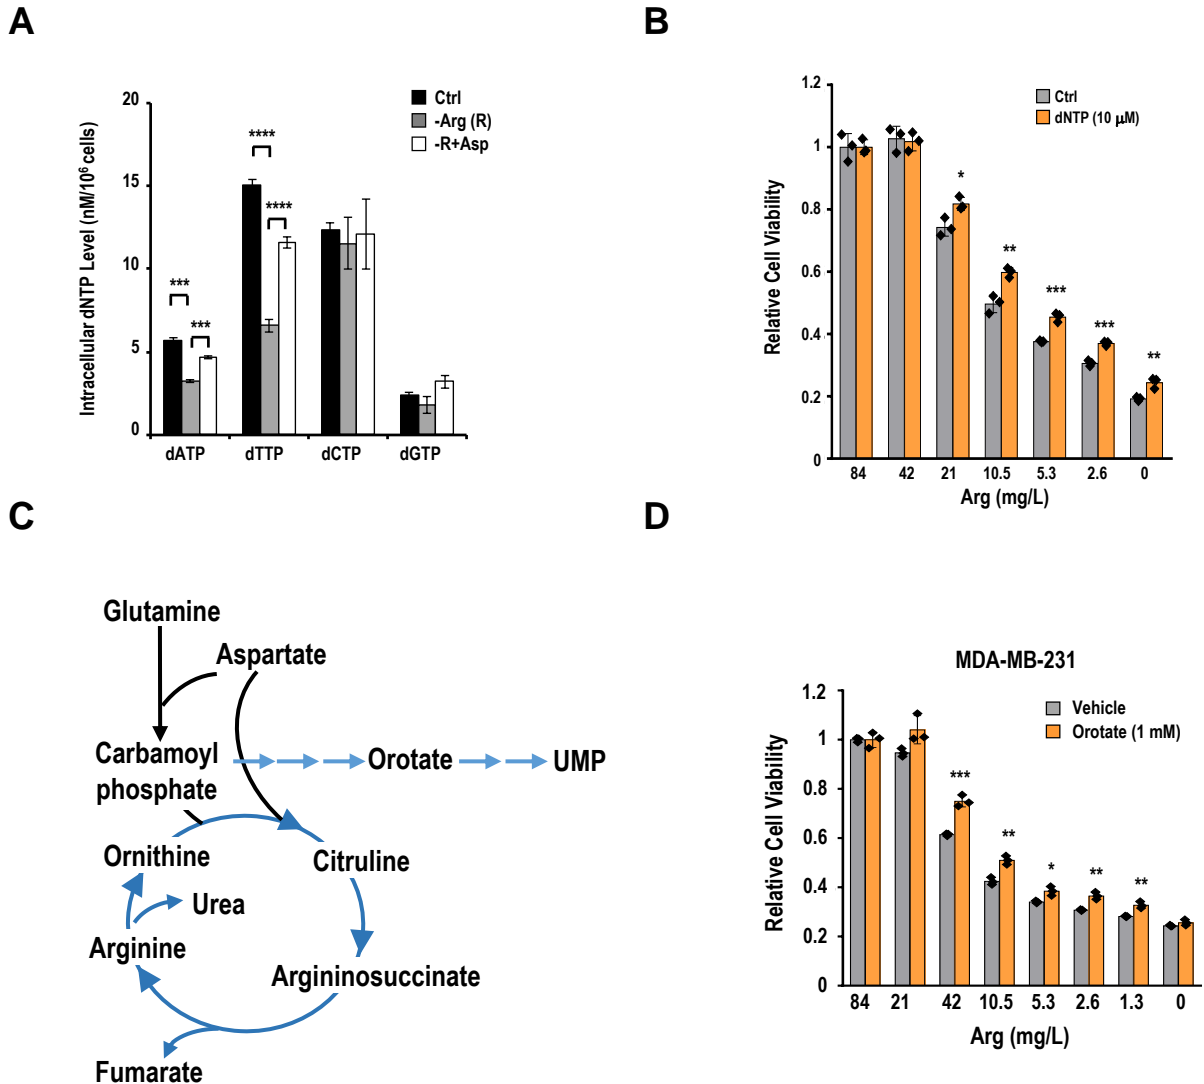

**Supplementary Figure 7. Arginine Starvation Impairs Nucleotide Biosynthesis.** (A) Aspartate rescues dATP and dTTP pools after arginine deprivation in MDA-MB-231 cells. Aspartate (Asp, D; 10 mM) was supplemented to full (Ctrl) or arginine-free (-Arg, -R) medium for 48 h. (B) Supplementation with dNTP (10 μM) rescues cell viability upon arginine depletion; n=3. Cell viability was measured by ACP assay. (C) Schematic of the *de novo* pyrimidine nucleotide synthesis pathway and its coupling with urea cycle. (D) MDA-MB-231 cells were incubated with decreasing concentrations of arginine in the absence or presence of orotate (1 mM) for 72 h. For bar graphs, data are shown as mean ± S.D.; n=3; \*:  $p < 0.05$ ; \*\*:  $p < 0.01$ ; \*\*\*:  $p < 0.001$ ; \*\*\*\*:  $p < 0.0001$ .

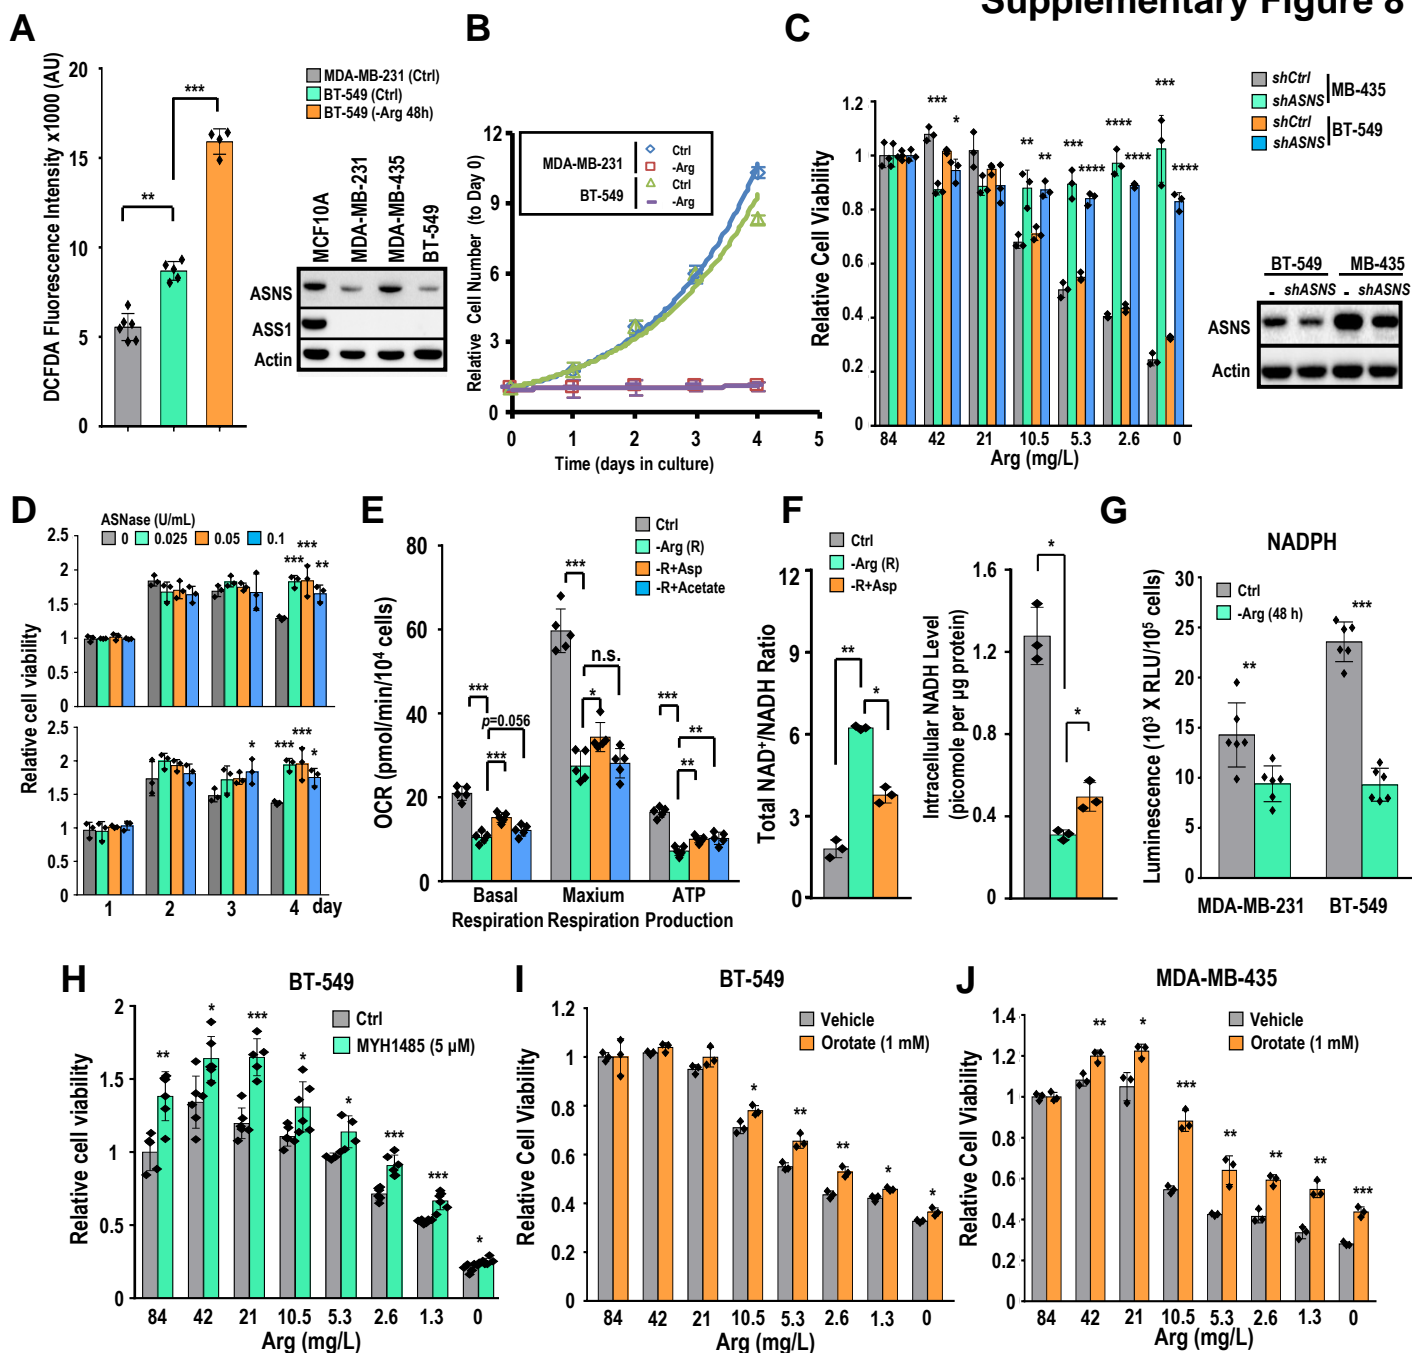

**Supplementary Figure 8. Arginine starvation alters metabolism in ASS1-low breast cancer BT-549 cells.** (A) ROS production was measured by DCF oxidation with or without arginine (-Arg) (*left panel*). Representative Western blots show the ASNS and ASS1 levels in breast cancer MDA-MB-231, MDA-MB-435 and BT-549 cells and immortalized breast MCF10A cells (*right panel*); n=5. (B) Growth curve of MDA-MB-231 and BT-549 cells cultured in full (Ctrl) or arginine-depleted (-Arg) media. The relative cell number was determined using trypan blue exclusion cell counting and normalized to the number of seeded cells. (C) Cell viability in arginine-starved, ASNS-knockdown MDA-MB-435 and BT-549 cells (*left panel*). Representative Western blots confirm ASNS knockdown in MDA-MB-435 and BT-549 cells (*right panel*); n=3. (D) Cell viability of BT-549 (*upper panel*) and MDA-MB-231 cells (*lower panel*) in the presence of indicated concentrations of ASNase and asparagine (8mM) during the course of arginine deprivation. Cell viability was measured every 24 h for 4 consecutive days. The relative cell viability was calculated by designating the day 1 ACP reading of cells in respective conditions as 1; n=3. (E) Effect of arginine starvation and replenishment with aspartate (10 mM) or acetate (10 mM) on basal respiration, maximal respiration, and ATP production in BT-549 cells; n=5. (F) Replenishment with aspartate (10 mM) rescues the  $NAD^+/NADH$  ratio and NADH abundance in arginine-starved BT-549 cells. (G) Intracellular NADPH level in MDA-MB-231 and BT-549 cells after 48 h arginine starvation, n=6. (H) Effect of mTOR activator MYH1485 on the survival of BT-549 cells under arginine starvation; n=4. (I, J) Cells were incubated with decreasing concentrations of arginine in the absence or presence of orotate (1 mM) for 72 h in BT-549 (I) and MDA-MB-435 (J). For bar graphs, data are shown as mean  $\pm$  S.D.; n=3; \*:  $p < 0.05$ ; \*\*:  $p < 0.01$ ; \*\*\*:  $p < 0.001$ ; \*\*\*\*:  $p < 0.0001$ .

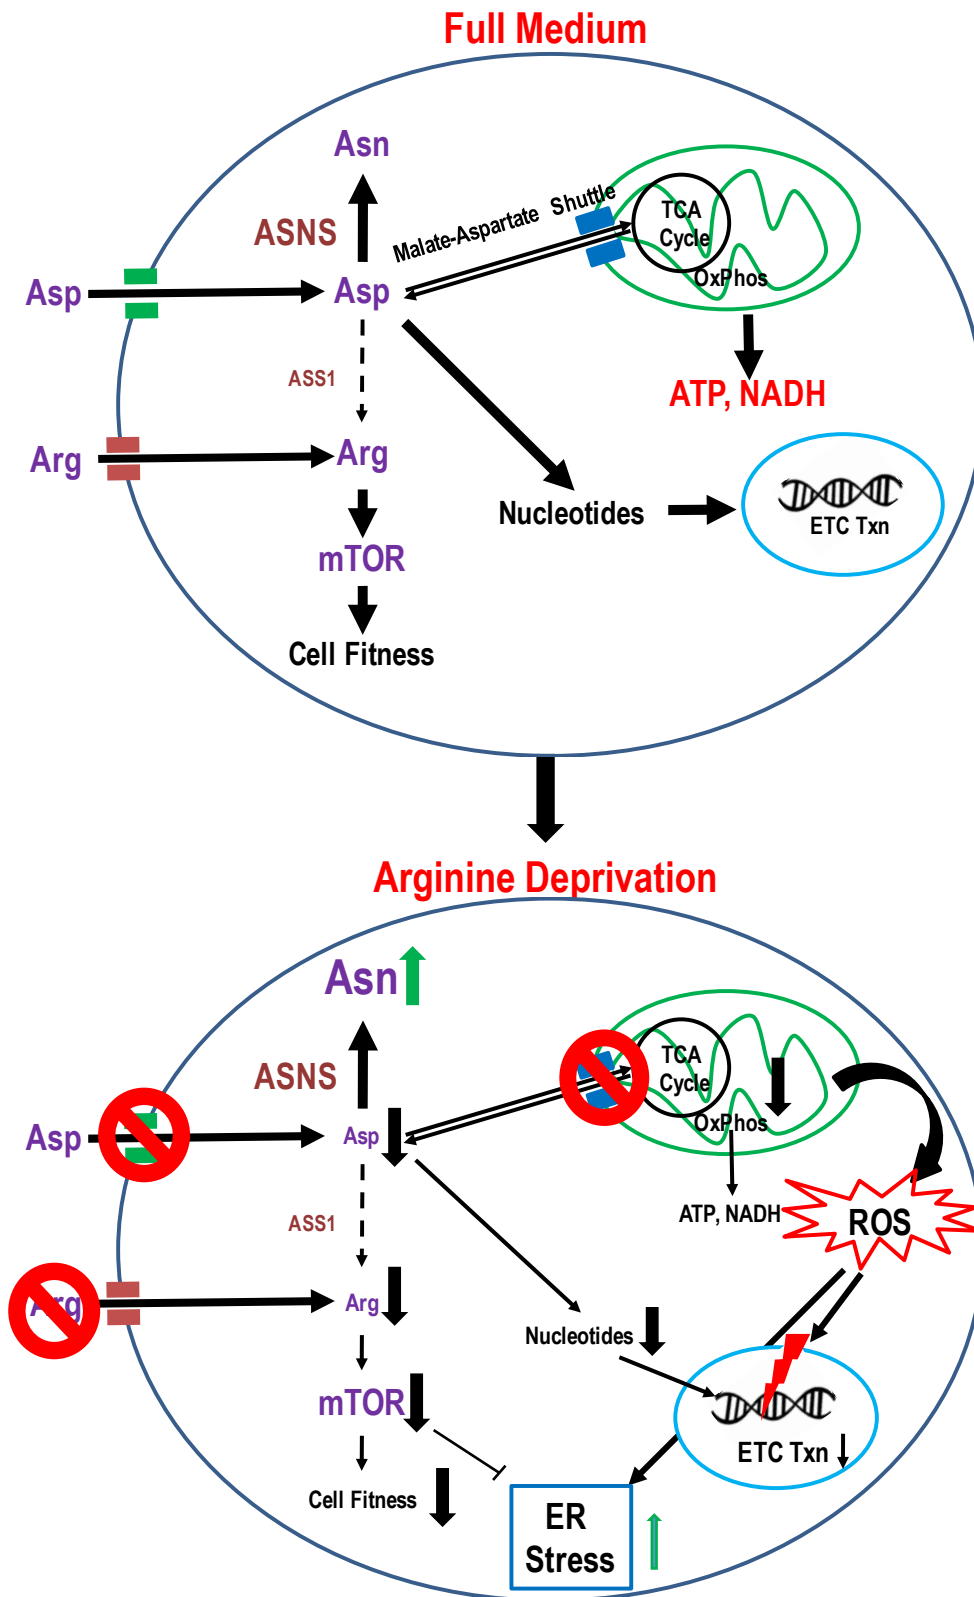

**Supplementary Figure 9. Schematic model illustrates the relationship among arginine starvation, mitochondrial damage, and cell death.** Arginine starvation inhibits mTOR, induces the upregulation of ASNS, which converts aspartate to asparagine, and down-regulates the malate-aspartate shuttle in arginine auxotrophic (ASS1-deficient) cancer cells. Arginine starvation also silences nuclear-encoded mitochondrial genes in a coordinated way, impairing mitochondrial function. The combined effect of decreased aspartate and impaired mitochondrial function leads to a depleted nucleotide reduction, non-canonical ER stress, and increased ROS production, resulting in consequent DNA damage and cell death.

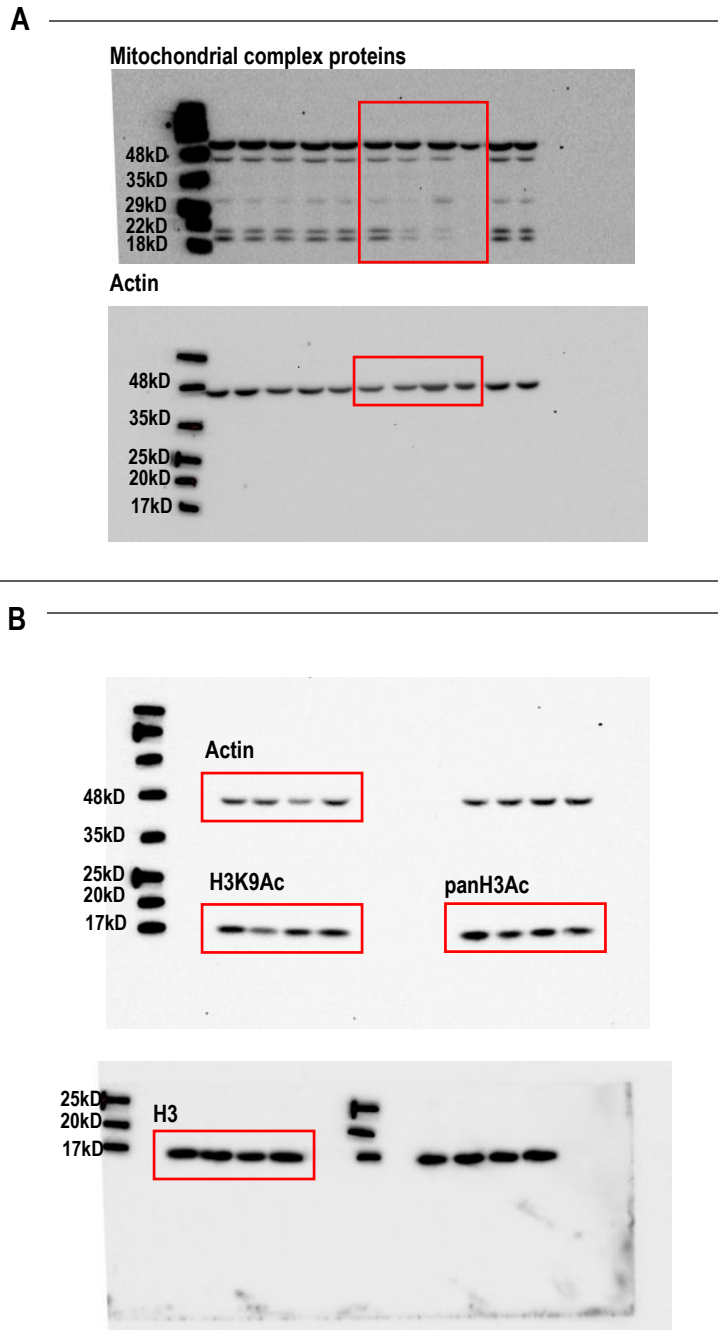

**Supplementary Figure 10. Uncropped blots.**

(A) Uncropped Western blots illustrating molecular weight markers of Fig. 2B. (B) Uncropped Western blots with molecular weight markers of Fig. 3B.

**A** MDA-MB-231 and  $\rho^{\circ}27$

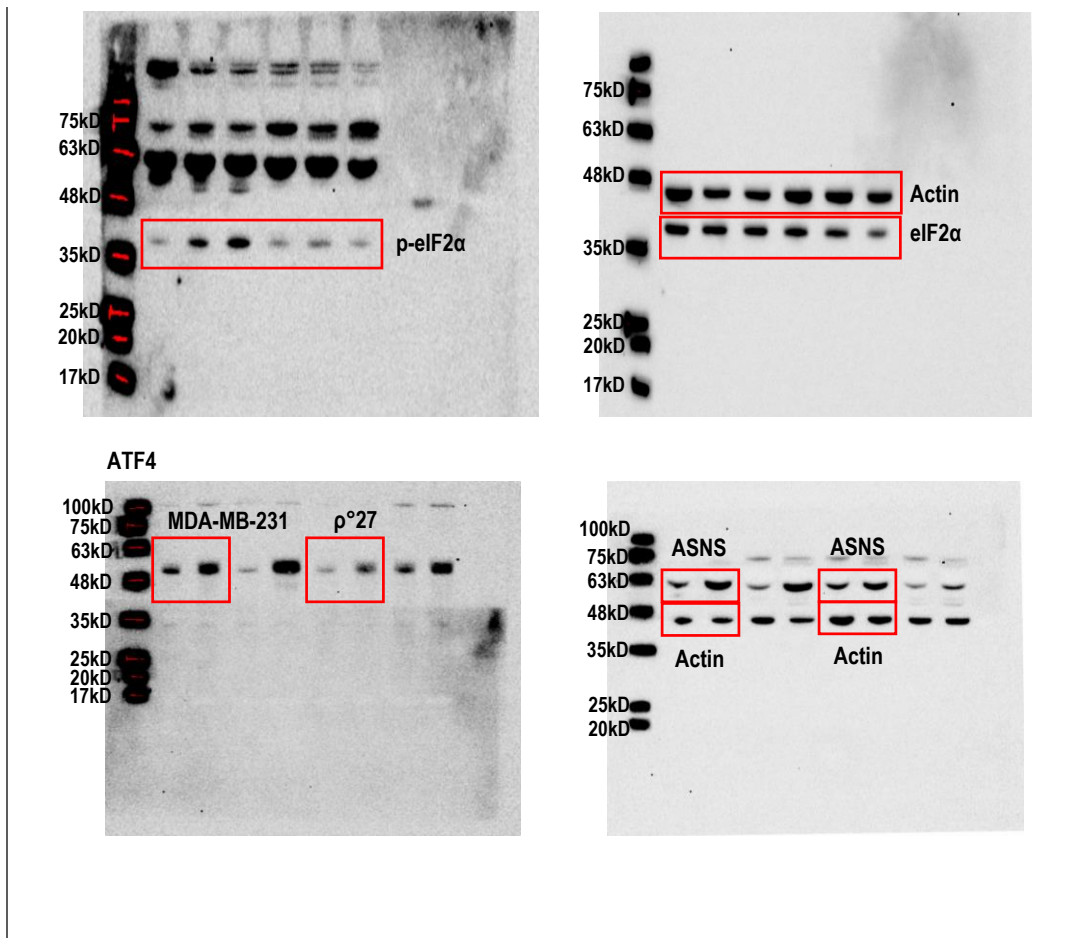

**B** MDA-MB-231

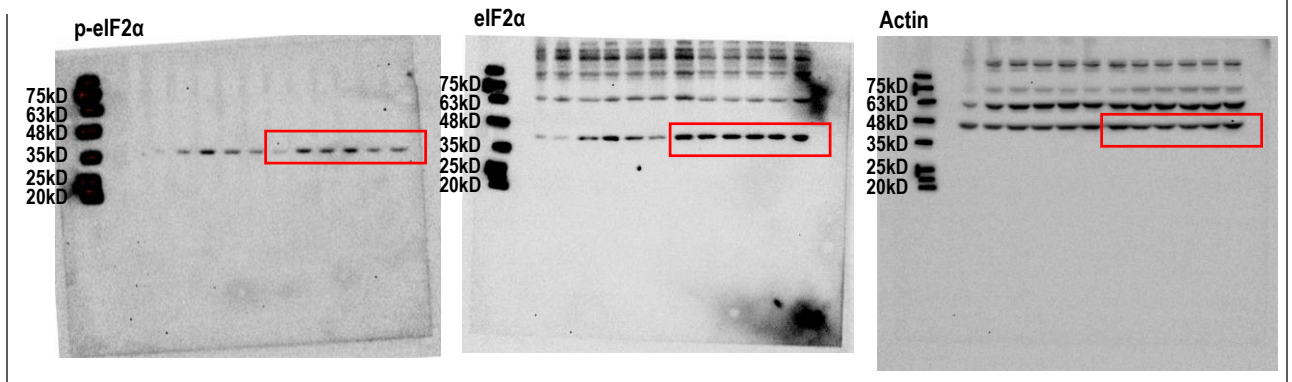

**Supplementary Figure 11. Uncropped blots.** (A) Uncropped Western blots illustrating molecular weight markers of Fig. 4B upper and middle panels. (B) Uncropped Western blots with molecular weight markers of Fig. 4B lower panel.

# MDA-MB-231

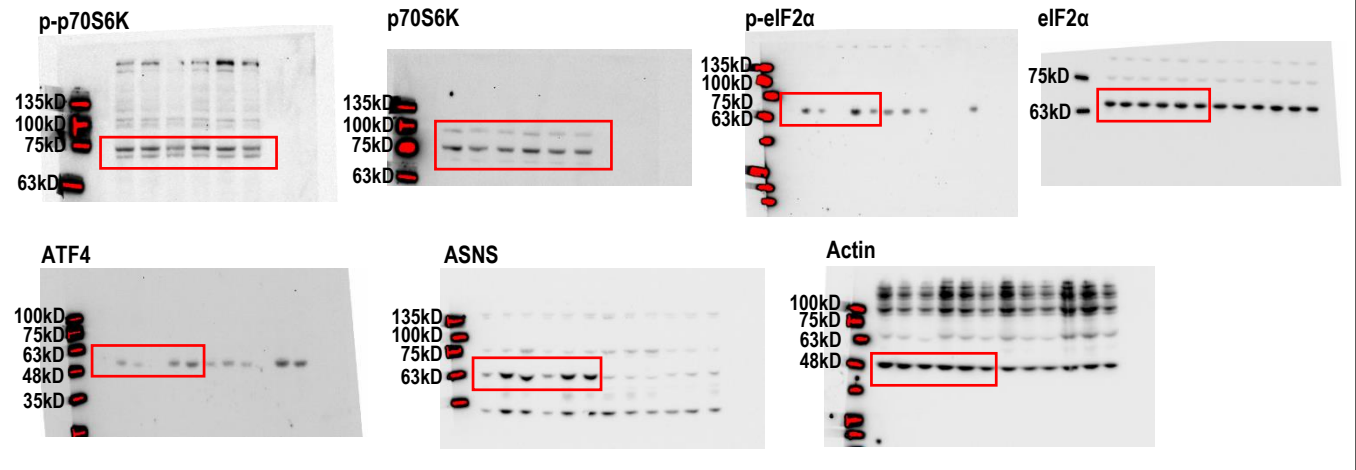

# MCF7

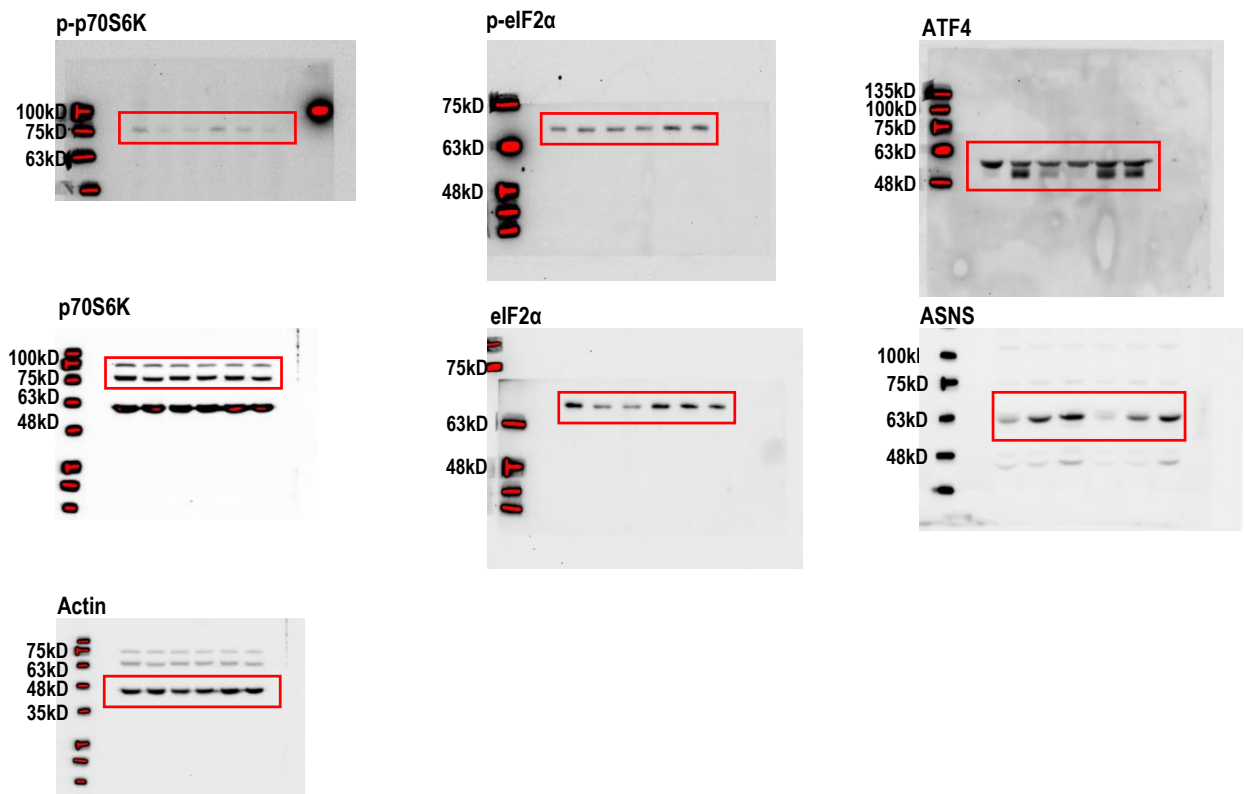

**Supplementary Figure 12. Uncropped blots.** Uncropped Western blots demonstrate molecular weight markers of Fig. 4C.

MDA-MB-231

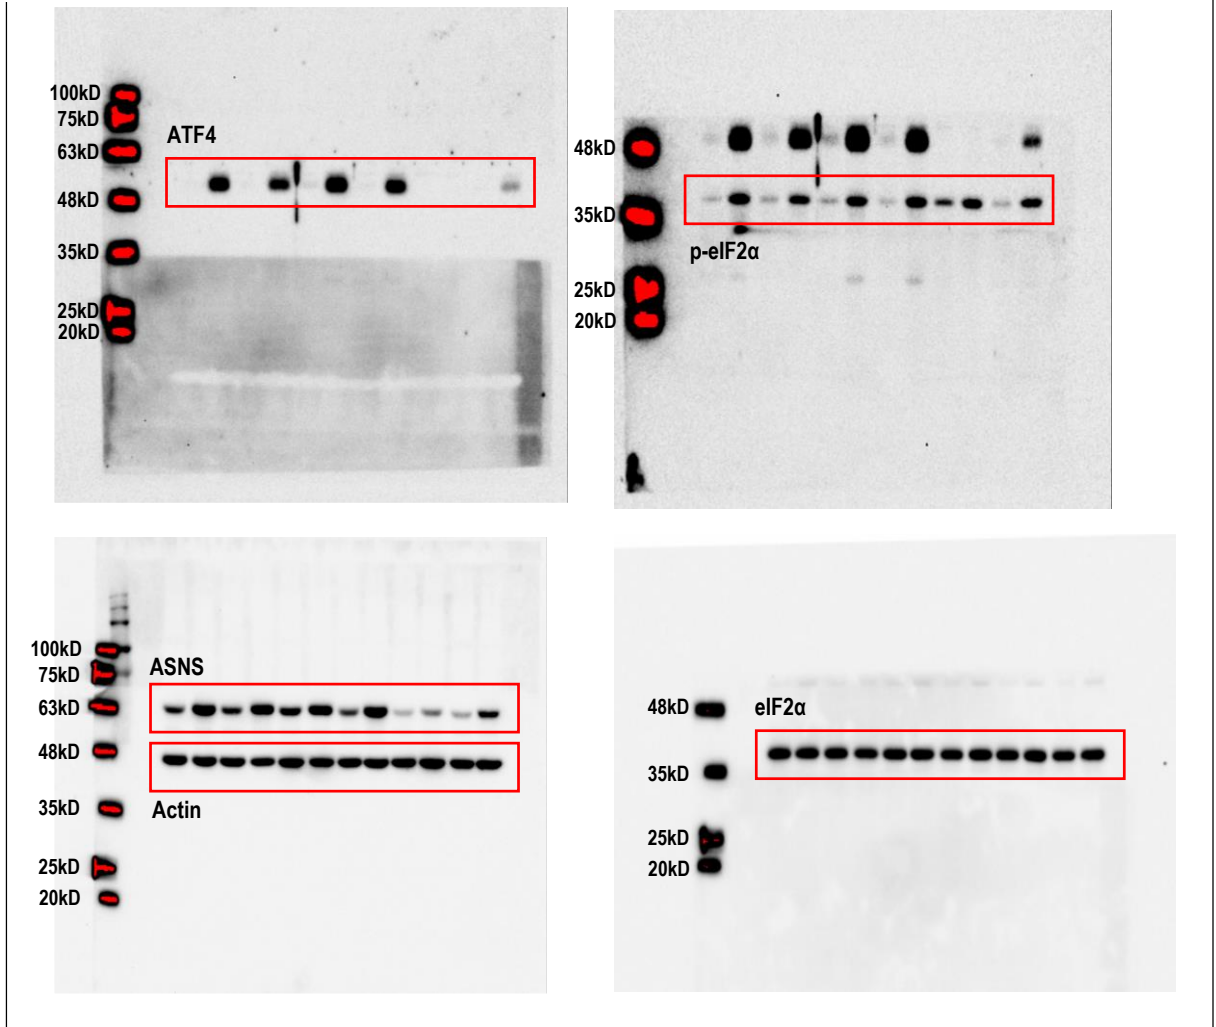

**Supplementary Figure 13. Uncropped blots.** Uncropped Western blots demonstrate molecular weight markers of Fig. 4D.

**Supplementary Table 1. Primers used for RT-PCR**

| Gene            | Forward                         | Reverse                        |
|-----------------|---------------------------------|--------------------------------|
| <i>NDUFA6</i>   | 5'-TTCACCTCATGTACTTGTACCTGTC-3' | 5'-TCTGGACTTCTTTTCAACTATGCC-3' |
| <i>NDUFA7</i>   | 5'-CTGCTCAAGTGCAAGCGTGACA-3'    | 5'-CGCTCAAACCTCCTTCATGCGCA-3'  |
| <i>NDUFB10</i>  | 5'-CAGCCCCTTCTTGATTCCG-3'       | 5'-ACTTCCTGGCAGAACTGTAGGC-3'   |
| <i>NDUFV1</i>   | 5'-TGTGTGAGACGGTGCTGATGGA-3'    | 5'-CGATGGCTTTCACGATGTCCGT-3'   |
| <i>ATF4</i>     | 5'-TTCTCCAGCGACAAGGCTAAGG-3'    | 5'-CTCCAACATCCAATCTGTCCCG-3'   |
| <i>ASNS</i>     | 5'-AACAGAGTGGCAGCAACCAAGC-3'    | 5'-CTGTGAAGAACAACCTCAGGATC-3'  |
| <i>GOT1</i>     | 5'-GGACCTGGAACCATCACTGA-3'      | 5'-ACCACTTGGCAGCAGGTAGATG-3'   |
| <i>GOT2</i>     | 5'-AGTGAAGGCTCCTACACGCTCA-3'    | 5'-CCAAGGCTTTGCCAGTGGTGAT-3'   |
| <i>MDH1</i>     | 5'-CGGTGTCCTAATGGAAGTGAAG-3'    | 5'-CATCCAGGTCTTTGAAGGCAACG-3'  |
| <i>MDH2</i>     | 5'-CTGGACATCGTCAGAGCCAACA-3'    | 5'-GGATGATGGTCTTCCCAGCATG-3'   |
| <i>SDHA</i>     | 5'-GAGATGTGGTGTCTCGGTCCAT-3'    | 5'-GCTGTCTCTGAAATGCCAGGCA-3'   |
| <i>SDHD</i>     | 5'-GCAGCACATACACTTGTCACCG-3'    | 5'-GGGAATAGTCCATCGCAGAGCA-3'   |
| <i>SLC1A3</i>   | 5'-GGTTGCTGCAAGCACTCATCAC-3'    | 5'-CACGCCATTGTTCTCTTCCAGG-3'   |
| <i>SLC25A10</i> | 5'-GCAGACTTGGTCAACGTCAGGA-3'    | 5'-CATGGTTGCACCCGAGAACAGT-3'   |
| <i>SLC25A11</i> | 5'-TCAGCGGTCTTGTCACCAC-3'       | 5'-CAGCCCGTCTTGATTCCG-3'       |
| <i>SLC25A12</i> | 5'-GGGCTTCTTTGACTCTACAGG-3'     | 5'-GGAAGTGGAACAGAGCCATCTC-3'   |
| <i>SLC25A13</i> | 5'-AGATGGTTCGGTCCCACTTGCA-3'    | 5'-ACCAGTGGTGATTCTCCTGCC-3'    |
| <i>TFAM</i>     | 5'-GGGCGGCCGGGACAGAG-3'         | 5'-TAGGAAGGGCAGGGAGTGAAGGAA-3' |
| <i>XBP1</i>     | 5'-CCTGGTTGCTGAAGAGGAGG-3'      | 5'-CCATGGGGAGATGTTCTGGAG-3'    |

**Supplementary Table 2. Individual siRNAs used for gene down-regulation**

| Target genes             | Targeting sequence         | Catalog number |
|--------------------------|----------------------------|----------------|
| <b>Human</b> <i>ASNS</i> | 5'-GGGUAGAGAUACAU AUGGA-3' | J009377-06     |
| <b>Human</b> <i>ASNS</i> | 5'-GGUGAAAUCUACAACCAUA-3'  | J009377-08     |
| <b>Human</b> <i>ATF4</i> | 5'-CAGAUUGGAUGUUGGAGAA-3'  | J005125-10     |
| <b>Human</b> <i>ATF4</i> | 5'-GAGAUAGGAAGCCAGACUA-3'  | J005125-13     |
| <b>Human</b> <i>XBP1</i> | 5'-GAACAUCUCCCCAUGGAUU-3'  | J009552-07     |
| <b>Human</b> <i>XBP1</i> | 5'-GGUAUUGACUCUUCAGAUU-3'  | J009552-10     |

1. Palmieri, F. The mitochondrial transporter family SLC25: identification, properties and physiopathology. *Mol Aspects Med* **34**, 465-84 (2013).

How the deposited data were processed for this re-analysis (not part of the article)

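RNA-seq was analysed for 8 libraries, namely 2 each of parental MDA-MB-231 control cells, parental cells starved of arginine for 48 h, ρ0 control cells and ρ0 cells starved of arginine for 48 h. The ρ0 cells were clone 27. The paper describes arginine-starved medium, and the sample labels describe arginine deiminase at 0.3 µg/mL. The authors deposited one table of raw read counts per gene symbol, without normalization. The paper's text states that FPKM were estimated and gives the thresholds for DEGs, but does not name the aligner, the genome build, the annotation or the test. Whole numbers with different totals per library, from 25259503 to 31022155, were found in the table, as raw counts give. Genes are reported by the symbols of the table, without coordinates.

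The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr on the 4 groups, which left 15262 of 23393, and libraries were scaled by TMM. The quasi-likelihood test was fitted to all 8 libraries with 1 mean per group, since 2 libraries per group give few degrees of freedom (4 residual, with a prior of 3.40). The biological coefficient of variation was 12.4%. Contrasts were arginine-starved against control in each line, the difference between these responses as an interaction (ρ0 minus parental), and ρ0 control against parental control. DEGs had a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change above 1 or below -1. The interaction had no fold threshold. Standard errors are the log2 fold change divided by the square root of F.

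Gene lists were compared with the rest of the tested genes by camera, with a preset correlation of 0.01 between genes, and by themselves with fry. P-values were adjusted over the 7 tests of lists at the claims, and separately over the 21 tests of 7 further lists in 3 contrasts. For ρ0 cells and the interaction, 2 lists of mitochondrial genes were tested after seeing the data, as a family of 4. Over the tests at the claims, each list past 0.05 with camera was also past it with fry. Enrichment among down-regulated DEGs was tested by two-sided Fisher's exact tests against the tested genes, with 95% confidence intervals. The lists of Figs. 2a and 4a were read from the figures, and the other lists, the design and its alternatives were written before the data were examined. Genes named in the text are those the paper names in its text and, per contrast, the 3 largest rises and 3 largest falls among significant genes with a log2 change above 1 or below -1, a mean of at least 10 CPM and no overlap between groups. For the interaction, the difference had to have the same sign for both replicate numbers. Other genes are said to have been chosen after their values were seen. A gene with 3 counts or fewer in every library of a group was given a bound for its fold change, computed against a floor of 3 counts. Where a fitted value is printed beside the bound, it depends on the prior count.

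Alternatives were other scalings (DESeq2's size factors, upper quartile, total counts), no filter, a minimum of 10 counts in every library, DESeq2, limma-voom, the replicate number as a block, fits to 1 line, other thresholds and leaving out each library. Limma-voom with a weight for each group, and the fit to the ρ0 libraries alone, were added after seeing the data. With 1 library of a group left out, values are given without a test. For checks of GC content and length, transcripts of the reference annotation were matched to symbols, which covered 95.0% of the tested genes, and each library's trend was removed after centring it. Neighbouring genes were taken from RefSeq on GRCh38.p14.

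On simulated counts with 200 changed genes among 15262, 91% of them and 9 others were called, and 85% of 200 changed interactions and 25 others. A list shifted by -0.5 was recovered at -0.51. DESeq2 called 91% of the changed genes and limma-voom 89%. The changed genes had a simulated log2 fold change of 1.5, with as many rising as falling in parental cells. Genes were drawn independently, with the same spread in all groups. The data held far more changed genes, more falls than rises and a wider spread in the ρ0 controls. The simulation therefore checks the code and does not give the error rates of these data. Precision was not compared at other depths or numbers of libraries, and each group has 2. Genes of the mitochondrial genome could not be analysed, since they were absent from the deposited counts. The qRT-PCR, Western blot, metabolite and viability measurements of the paper were not used here.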

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

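The tests of normalization and the 3 tests on ASS1 were chosen only after the result was seen. Lists are given by their median log2 fold change. Differences between the responses of the lines are ρ0 minus parental, with adjusted p from edgeR's quasi-likelihood test.

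The starvation response differed between parental and ρ0 cells for 6167 of the tested genes. The response was larger in parental cells for 4945 of them and in ρ0 cells for 1222, and 555 changed significantly in opposite directions. Across genes, which are not independent replicates, the 2 responses correlated with r = 0.448, and with 0.279 without ρ0 control replicate 1. The ρ0 line is described as differing from parental cells in its mitochondrial DNA, its history as clone 27 and its medium. These were not separated by the design, and the loss of mitochondrial DNA could not be checked in these libraries. The paper reports lower ETC protein levels and a lower oxygen consumption rate in the ρ0 cells. Another cell line in place of MDA-MB-231 cannot be told apart either.

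ATF4 rose less in ρ0 cells, with a difference of -0.85, and XBP1 with -0.86. The spread of the ρ0 control libraries leaves the direction of both, since the value nearest 0 without either library was -0.58. A correction for GC content and length gave -0.95 for ATF4 and -0.88 for XBP1 (adjusted p = 0.00803 and 0.0177 with edgeR), so that this trend does not carry the difference. Under 3 other scalings the value nearest 0 was -0.76. From these libraries alone, a weaker induction in cells without mitochondrial DNA remains a hypothesis tested on the same data. Outside them, the paper reports Western blots with lower p-eIF2α and ATF4 signals in ρ0 cells after arginine starvation, which were not used here. Clone, medium and the origin of the line remain open as well.

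Further genes whose responses differed were found among those with the largest changes. DHRS2 (-4.11), ATF3 (-2.20), UCA1 (-4.50), EGR1 (-4.21), ID3 (-6.69) and FAM111B (-3.40) responded lower in ρ0 cells. MPZL2 (4.21), LAMP3 (7.36), CCND2 (2.98) and IL1A (4.43) responded higher. UCA1 had 2 and 4 counts in the parental controls and 19 and 24 in starved parental cells, so that its difference rests on few parental counts. CCND2 rose from 1.32 to 27.2 CPM in ρ0 cells and from 103 to 267 CPM in parental cells. CST1, CST4 and APOL3 were at or under 3 counts in starved parental cells. Their fitted differences of 7.68, 6.42 and 8.79 depend on the prior count, and the bounds are 6.25, 5.91 and 4.10. Several of these genes differed between the ρ0 control libraries, which held 274 and 908 counts of ID3, 185 and 815 of EGR1, 1346 and 3824 of FAM111B and 1200 and 290 of MPZL2. With each library left out, the difference lay between -7.28 and -5.69 for ID3 and between -4.89 and -2.89 for EGR1. No biological explanation was tested for single genes.

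Among genes the paper names, responses differed for TFAM (-0.80), PHGDH (2.87), NDUFB7 (0.88), NDUFB10 (0.72), NDUFV1 (0.43), ACSS1 (1.85), ACSS2 (1.73), GOT1 (0.58), GOT2 (-0.41) and MDH1 (0.84). PHGDH had only 27 and 35 counts in the ρ0 controls, against 2615 and 2340 in the parental controls. It rose from 1.03 to 4.61 CPM in ρ0 cells, far below the 48.7 CPM of starved parental cells. NDUFB7, NDUFB10, NDUFV1, ACSS2 and MDH1 fell in parental cells and fell less or not significantly in ρ0 cells. GOT2 lost significance with upper quartile normalization, at -0.32 (adjusted p = 0.0816, and between 0.0118 and 0.0816 over its alternatives). ACSS1 in ρ0 cells was 0.95 without ρ0 control replicate 1 and -0.15 without replicate 2.

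These single genes do not stand for their lists, which were compared here after their values were seen, with p-values adjusted over these 2 lists and the 2 contrasts. The OXPHOS subunits fell in ρ0 cells, with a median of -0.33, 62 of 76 lower, 37 significantly lower and 1 significantly higher (camera adjusted p = 1.38e-05, fry 0.00350), against a median of -0.12 in parental cells. The median difference was -0.23, with 53 genes below 0, 21 of them significantly, and 9 significantly above 0 (camera adjusted p = 0.0247, fry 0.0792). It was -0.11 without ρ0 control replicate 1 and -0.33 without replicate 2, and camera gave an adjusted p of 0.0550 with upper quartile normalization and 0.0669 with at least 10 counts in every library, so that the difference is not firm. The mitochondrial complex genes of Fig. 2a had a median of -0.27 in ρ0 cells (camera adjusted p = 6.28e-05) and a difference of -0.14 (camera adjusted p = 0.0883). No explanation of the difference was tested.

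In parental cells, genes outside those the paper discusses fell together. The interferon-stimulated list had a median of -3.19, with 22 of 24 genes lower (camera adjusted p = 0.00264), and -2.23 with genes near 0 counts at their bounds. The median of the cholesterol synthesis list was -1.45, with 20 of 22 lower (1.54e-06), and that of the mitosis list -1.39, with 20 of 20 lower (5.28e-08). The tRNA synthetases list rose, with a median of 0.50 (0.0205). All 4 hold under fry. After correction for GC content and length, the median nearest 0 of the 3 falling lists was -1.31. Under 3 other scalings it was -1.37, and with each library left out -1.35. These tests argue against GC content, scaling or a single library as the whole cause. A response to starvation is a candidate explanation, found and tested on the same data.

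In ρ0 cells, the DNA replication list fell, with a median of -1.45 and 25 of 25 genes lower (camera adjusted p = 4.35e-15), and the mitosis list with -1.29 (5.59e-16). Of the DNA replication genes, 5 are also in the list of Fig. 4a. The tRNA synthetases list rose, with 0.79 (2.38e-05). The cholesterol synthesis list had a median of -0.41 (0.00190), which was -0.07 without ρ0 control replicate 1 and -0.84 without replicate 2. All 4 hold under fry.

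The lists' responses also differed between the lines. The difference was 2.09 for the interferon-stimulated list (camera adjusted p = 6.48e-04, fry 0.0655), or 1.86 with bounds, 0.81 for cholesterol synthesis (9.10e-05, fry 0.0221) and -1.21 for DNA replication (1.83e-07, fry 0.0589). Only the cholesterol synthesis difference holds under fry. Without ρ0 control replicate 1 the values were 3.16, 1.03 and -1.54, and without replicate 2 they were 1.34, 0.70 and -0.76. The smallest share kept was 0.630, so that the spread of these libraries sets the size and not the direction. In ρ0 cells the interferon-stimulated median itself was -0.72 (0.299), 0.58 without ρ0 control replicate 1 and -1.30 without replicate 2. The lists had other levels in the lines before starvation, with medians of 2.76 for interferon-stimulated and -1.10 for cholesterol synthesis in ρ0 against parental control cells.

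The paper does not compare the control libraries of the lines. There, 2074 genes were up-regulated and 2644 down-regulated in ρ0 cells. ASS1, which the paper describes as deficient in MDA-MB-231 cells, had 10, 3, 1 and 2 counts in the parental libraries and 183, 358, 684 and 538 in the ρ0 libraries, a log2 difference of 5.40 between controls. Its response to starvation differed by 3.16 (adjusted p = 0.0440 with edgeR), or 2.19 as a bound. Both sizes rest in part on the few parental counts, where the change of -1.81 was not significant (adjusted p = 0.150 with edgeR). In ρ0 cells ASS1 rose by 1.34 (adjusted p = 0.00859 with edgeR), and by at least 0.98 with each library left out. Arginine made through ASS1 could keep ρ0 cells from sensing starvation, but the amino acid response list rose with a median of 1.46, with 24 of 24 genes higher, and the difference from parental cells was -0.05, and 0.28 without ρ0 control replicate 2. Reads of luminal cells cannot be told apart from expression in the line itself. Of 10 luminal markers, 3 (AGR2, KRT19 and MLPH) were at or above ASS1 in all 4 ρ0 libraries, and those 3 have at least 100 counts in the parental controls too, with AGR2 rising from 170 and 135 there to 2552 and 1007 in the ρ0 controls. TFF1, with 0 to 4 counts in parental and 42 to 262 in ρ0 libraries, and TFF3, with 0 in parental and 12 to 76 in ρ0 libraries, go the way of ASS1. Against it, ESR1 and PGR were at or under 3 counts in ρ0 libraries, and FOXA1 had 1 to 4 counts in ρ0 and at least 212 in parental libraries. Another cell line in place of MDA-MB-231 likewise cannot be told apart, since the 3 segment genes CDKN2A, CDKN2B and MTAP were at or under 3 counts in all 8 libraries and another line lacking the segment would look the same. Loss of mitochondrial DNA, clonal change and the medium also remain open.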

How the results depend on the processing

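Of the results compared, over alternatives other than leaving out a library, 403 values of the main results and 681 of single genes were judged unchanged. They kept their direction and their side of the threshold, or stayed within the range of replicates. Numbers of genes were judged unchanged within 1.5 times the main number, so that 1448 up-regulated genes against 1940 are among the 403. Among main results 11 moved, 8 reversed, 3 became stronger and 4 weaker, and among single genes 7 reversed, 11 became stronger and 3 weaker. Unless a cause follows from the alternative's own construction, the cause was not tested.

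Without the fold threshold, DEGs were 4637 up and 5423 down in parental cells, 2937 and 3371 in ρ0 cells, and 4662 and 4847 between the controls, as a wider criterion gives. A minimum of 10 counts in every library tests fewer genes and gave 1290 up and 1586 down between the controls. An adjusted p under 0.01 gave 3249 different responses. Group weights, added after seeing the data, gave 415 up in ρ0 cells. Upper quartile normalization and total counts shifted the median log2 fold change of all genes in parental cells by -0.12 and -0.16, and 70.5% and 73.0% of DEGs were then down.

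Counting genes that fell at any fold change gave odds ratios of 1.18 for OXPHOS subunits (exact p = 0.473) and 8.49 for glycolysis enzymes (exact p = 1.03e-04). With as many genes taken by the smallest p-values among those that fell, they were 1.09 (exact p = 0.782) and 16.5 (exact p = 2.28e-07). The UPR list median was -0.00040 in parental cells with total counts, and the UPR difference 0.094 with upper quartile, 0.084 with total counts and 0.0054 with group weights. The amino acid response difference was 0.043 with upper quartile and 0.032 with total counts. The ER chaperones list in parental cells was 0.386 (adjusted p = 0.0973, and 0.0164 to 0.0973 over its alternatives) and the tRNA synthetases list 0.465 (0.0858, and 0.00405 to 0.0858) with at least 10 counts in every library. The ASNS difference was 0.676 (adjusted p = 0.0161, and 0.0161 to 0.233 over its alternatives) with group weights. The correlation of the responses was 0.271 with no filter.

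The glycolysis list of Fig. 2a was -0.465 with group weights (adjusted p = 0.0786). With the replicate number as a block, it was -0.465 (adjusted p = 0.0577). Replicate numbers did not pair the libraries, with correlations of deviations between -0.0530 and 0.0386.

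TSC1 in parental cells changed sign, at 0.0022 with DESeq2's size factors, 0.00056 with no filter and 0.0022 with DESeq2. GOT2 and MDH2 in ρ0 cells were -0.025 and -0.043 with total counts, and the NDUFB6 difference was 0.036 with upper quartile and 0.027 with total counts.

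Across the 8 fits that each left out a library, medians in parental cells ranged from 0.383 to 0.462 for ER chaperones, -3.23 to -2.63 for interferon-stimulated, -1.52 to -1.39 for cholesterol synthesis, -1.42 to -1.35 for mitosis, 0.483 to 0.536 for tRNA synthetases, -0.597 to -0.534 for glycolysis enzymes and -0.486 to -0.428 for the glycolysis list of Fig. 2a. In ρ0 cells the amino acid response ranged from 1.31 to 1.92, and its difference from -0.14 to 0.28. The correlation of the responses ranged from 0.279 to 0.490. The UPR median in ρ0 cells was 0.47 without ρ0 control replicate 1, and the ER chaperones median was 0.79. The alternative of the mitochondrial genome share was not run, since those genes were absent from the deposited counts.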

Differences from the paper's values

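The number of up-regulated genes was 1940, and the paper's value is 1253. Of the alternatives set before the data were examined, the numbers were within 1.5 times the paper's with upper quartile normalization (1572), total counts only (1448), at least 10 counts in every library (1514) and an adjusted p under 0.01 (1771). They were further away with DESeq2's size factors (1991), no filter (2042), DESeq2 (1899), limma-voom (1939), the replicate number as a block (1931), the 4 parental libraries alone (2054), no fold threshold (4637) and each library left out (2073 to 2221, without a test). The total number of DEGs was 5320 against the paper's 4330, and 4792 with an adjusted p under 0.01 and 3857 with at least 10 counts. The number down-regulated was 3380 against the paper's 3077.

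The paper states that ETC genes were enriched among down-regulated DEGs. Here, the odds ratio of the OXPHOS subunits was 0.194, and that of the mitochondrial complex genes of Fig. 2a was 0.188 (two-sided Fisher's exact test, p = 7.39e-04), below 1. Metascape was not used here, so that its terms and background were not compared, and these odds ratios rest on other lists and on the tested genes as background. The odds ratio of OXPHOS subunits was above 1 with no fold threshold (1.18, exact p = 0.473) and with the same number of genes by smallest p-value (1.09, exact p = 0.782), without significance.

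For glycolytic genes, which the paper states were enriched too, the odds ratio was 1.08 for the enzymes and 1.47 for the list of Fig. 2a (exact p = 0.557). The enzymes were significantly enriched with no fold threshold (8.49) and with the same number of genes by smallest p-value (16.5).

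The paper states that GOT1 was induced by arginine starvation in qRT-PCR at 24 h. In these libraries after 48 h, GOT1 was lower, with a log2 fold change of -0.47 (adjusted p = 0.00527 with edgeR). SLC25A11, which the paper states was down-regulated, had a log2 fold change of -0.14 (adjusted p = 0.553 with edgeR), and no alternative set before the data were examined made it significant.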

Other observations

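The tests of scaling on the OXPHOS subunits, and the tests of depth and of amino acid shortage on the ρ0 control libraries, were chosen only after the result was seen, as was the count on the X chromosome.

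The OXPHOS subunits were down-regulated DEGs less often than other genes. High expression could give this, since 400 of 10000 lists matched on expression held as few, and their median was 9 genes. The median log2 fold change of the OXPHOS subunits nevertheless lay at percentile 0.97 of the matched lists, so that they changed more to the lower side than genes of like expression. No limit for few was set, so that it cannot be told apart from an effect on these genes. Removing the trend with GC content and length gave an odds ratio of 0.205 (exact p = 1.94e-04), with GC content known for 80.3% of the list. The highest odds ratio under 3 other scalings was 0.388. The 2 tests argue against GC content and scaling as the whole cause.

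The ρ0 control libraries differed more than the other pairs. The mean chi-square per gene was 93.6, against at most 5.46 in the other pairs, so that depth does not explain it, and 0.298% of the variance of their log2 ratio followed GC content and length. Amino acid shortage in replicate 2 could be part of it. The log2 ratio of replicate 2 to replicate 1 correlated with the parental starvation response across 15262 genes with r = 0.303, barely above the value of 0.3 set for the test, and the amino acid response list was higher in replicate 2 for 22 of 24 genes (median 0.62). Other lists divided. Interferon-stimulated (-1.82), cholesterol synthesis (-0.40), mitosis (-0.39) and tRNA synthetases (0.23) had median ratios of the same sign as under starvation of parental cells. DNA replication (0.75, 24 of 25 genes higher) and ER chaperones (-0.55) went against it, so that shortage alone leaves part of the difference open. Another state of the culture in growth was not tested.

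Of genes at or under 3 counts in all 4 libraries of a line and at 100 or more in the other, 41 were counted in ρ0 and 70 in parental cells. Loss of chromosome segments could give neighbours among them. Of 102 placed in RefSeq on GRCh38.p14, 10 had a neighbour counted in the same line, against a highest number of 6 in 1000 random placements matched on expression. The other 92 had none, so that segments would explain few of them. The neighbours are LY75 and PLA2R1, LRRC61 and RARRES2, EPB41L3 and L3MBTL4, RFPL4A and RFPL4AL1, and CSAG1 and MAGEA12, named after their values were seen, and some are members of gene families whose reads could be shared. On the X chromosome were 16 of the genes, against 3.36% of placed genes (odds ratio 5.50, exact p = 2.72e-07).

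The other lists gave these values. The amino acid response median was 1.39 in parental cells (camera adjusted p = 1.39e-07). The ER chaperones list was 0.42 in parental (0.0397, fry 0.0655) and 0.50 in ρ0 cells (2.57e-04, 0.79 without ρ0 control replicate 1), and 10 of its genes are in the list of Fig. 4a, as are 4 of the amino acid response list. The DNA replication list was -0.26 in parental cells (0.352). The differences between the lines were 0.40 for ER chaperones (0.747, and 0.09 without ρ0 control replicate 2 and 0.69 without replicate 1), 0.20 for mitosis (0.868, -0.0001 without replicate 2) and 0.16 for tRNA synthetases (0.383). Interferon-stimulated, cholesterol synthesis and mitosis genes were enriched among down-regulated DEGs of parental cells, with odds ratios of 5.88, 6.17 and 8.23.

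Genes for which the paper reports qRT-PCR were also counted after 48 h in parental cells, with log2 fold changes of -0.71 for PHGDH, 1.60 for PSAT1, 0.99 for PSPH, -1.75 for MDH1, -1.09 for SLC1A3 and -2.69 for SLC25A10.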
